# AKT signaling is associated with epigenetic reprogramming via the upregulation of TET and its cofactor, alpha-ketoglutarate during iPSC generation

**DOI:** 10.1186/s13287-021-02578-1

**Published:** 2021-09-25

**Authors:** Yoichi Sekita, Yuki Sugiura, Akari Matsumoto, Yuki Kawasaki, Kazuya Akasaka, Ryo Konno, Momoka Shimizu, Toshiaki Ito, Eiji Sugiyama, Terushi Yamazaki, Eriko Kanai, Toshinobu Nakamura, Makoto Suematsu, Fumitoshi Ishino, Yoshio Kodera, Takashi Kohda, Tohru Kimura

**Keywords:** AKT signal, TET, αKG, DNA demethylation, Reprogramming, iPS cells

## Abstract

**Background:**

Phosphoinositide-3 kinase (PI3K)/AKT signaling participates in cellular proliferation, survival and tumorigenesis. The activation of AKT signaling promotes the cellular reprogramming including generation of induced pluripotent stem cells (iPSCs) and dedifferentiation of primordial germ cells (PGCs). Previous studies suggested that AKT promotes reprogramming by activating proliferation and glycolysis. Here we report a line of evidence that supports the notion that AKT signaling is involved in TET-mediated DNA demethylation during iPSC induction.

**Methods:**

AKT signaling was activated in mouse embryonic fibroblasts (MEFs) that were transduced with OCT4, SOX2 and KLF4. Multiomics analyses were conducted in this system to examine the effects of AKT activation on cells undergoing reprogramming.

**Results:**

We revealed that cells undergoing reprogramming with artificially activated AKT exhibit enhanced anabolic glucose metabolism and accordingly increased level of cytosolic α-ketoglutarate (αKG), which is an essential cofactor for the enzymatic activity of the 5-methylcytosine (5mC) dioxygenase TET. Additionally, the level of TET is upregulated. Consistent with the upregulation of αKG production and TET, we observed a genome-wide increase in 5-hydroxymethylcytosine (5hmC), which is an intermediate in DNA demethylation. Moreover, the DNA methylation level of ES-cell super-enhancers of pluripotency-related genes is significantly decreased, leading to the upregulation of associated genes. Finally, the transduction of TET and the administration of cell-permeable αKG to somatic cells synergistically enhance cell reprogramming by Yamanaka factors.

**Conclusion:**

These results suggest the possibility that the activation of AKT during somatic cell reprogramming promotes epigenetic reprogramming through the hyperactivation of TET at the transcriptional and catalytic levels.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-021-02578-1.

## Background

PI3K/AKT signaling is activated downstream of extracellular stimuli such as growth factors and hormones via receptor tyrosine kinases and G-protein-coupled receptors [1]. Activated AKT phosphorylates serine and threonine residues of multiple target proteins, and cellular survival, proliferation, metabolism and growth are promoted as downstream effects of target phosphorylation. Research from our laboratory and others has shown that AKT activation enhances cellular reprogramming or dedifferentiation in vivo and in vitro [2]. Germ cell-specific *Pten*-deficient mice, which display constitutively activated AKT in germ cells, develop testicular teratomas that emerge from dedifferentiated primordial germ cells (PGCs) at the neonatal stage [3]. We have also shown that AKT activation in PGCs increases the efficiency of their dedifferentiation to pluripotent embryonic germ cells (EGCs) in vitro and that AKT can even replace bFGF, a cytokine required for EGC induction under the conventional protocol [4]. AKT activation also improves the efficiency of iPSC production [5].

In the process of iPSC induction, many functions of cellular physiology (e.g., metabolism, the epigenetic state associated with transcriptional networks, morphology and proliferation rates) dramatically change during the shift from a somatic cell state to a pluripotent stem cell state. Among these changes, metabolic remodeling occurs during the very early stage of reprogramming [6, 7]. Within 2 days following the transduction of Yamanaka factors (OCT4, SOX2 and KLF4; OSK), terminally differentiated cells with low glycolytic activity and an intermediate level of mitochondrial oxidative phosphorylation activity show a shift their metabolic state toward high glycolytic and oxidative phosphorylation activities, known as an OXPHOS burst. Recently, cellular metabolic remodeling has been recognized as an important mechanism controlling the pluripotency state by providing not only energy and cellular building blocks but also rate-limiting substrates for enzymes regulating epigenetic modifications, such as αKG and acetyl-CoA [8–11]. Epigenetic reprogramming occurs during the intermediate stage of iPSC generation. Genome-wide DNA hypomethylation activates pluripotency-associated genes, followed by the reestablishment of DNA methylation to repress cell type-specific genes [12]. TET family dioxygenases catalyze the sequential oxidation of 5mC to 5hmC, 5-formylcytosine (5fC) and 5-carboxylcytosine (5caC), ultimately leading to DNA demethylation. Thus, TETs play an essential role in epigenetic reprogramming during iPSC generation [13–15].

In this study, we observed molecular events in cells undergoing reprogramming with activated AKT in the context of cellular metabolism and DNA methylation and hydroxymethylation. Our results illustrate the association of epigenome reprogramming promoted by PI3K/AKT signaling with metabolic remodeling during iPSC generation.

## Methods

### Mice

C57BL/6 mice for maintaining the Oct4-EGFP transgenic mouse line [16, 17] and KSN/Slc nude mice for the teratoma formation assay (see below) were purchased from Japan SLC. All animal care and experimental procedures were carried out in accordance with the Guidelines for Animal Experiments of Kitasato University and were approved by the Institutional Animal Care and Use Committee of Kitasato University (Approval number: SAS2004). The study was carried out in compliance with the ARRIVE guidelines (https://arriveguidelines.org).

### Mouse embryonic fibroblast derivation

MEFs were isolated from Oct4-EGFP transgenic mice [16, 17]. Multiple E13.5 male embryos were mixed and cultured in DMEM supplemented with high glucose (Nacalai Tesque), penicillin–streptomycin (Nacalai Tesque) and 10% FBS (Equitech-Bio).

### Plasmid construction

To construct pMYs-AKT-Mer, the *Bam*HI-*Xho*I fragment from the pCAGGS-myr-AKT-Mer-IRES-EGFPpA plasmid [18] was cloned into the pMYs retroviral vector, which was linearized, and subjected to IRES-GFP cassette removal by *Bam*HI and *Sal*I digestion (pMYs-IRES-GFP was kindly provided by Dr. Kitamura [3, 19]). To construct the pMYs-Idh1 retroviral vector, *Idh1* was amplified from a cDNA library synthesized using in-house-cultured ES cells (c57bl/6 and DBA/2-mixed background) by RT-PCR (forward primer: 5′-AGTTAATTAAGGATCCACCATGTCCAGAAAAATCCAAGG-3′; reverse primer: 5′-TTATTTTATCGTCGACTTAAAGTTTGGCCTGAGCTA-3′). Then, the RT-PCR amplicon was digested with *Bam*HI and *Sal*I, followed by ligation to the pMYs retroviral vector, linearization and removal of the IRES-GFP cassette by *Bam*HI and *Sal*I digestion. We performed site-directed mutagenesis to produce the IDH1-R132H mutant retroviral vector from pMYs-Idh1 using a mutagenesis primer set (forward primer: 5′-CCATCATCATTGGCC*AC*CATGCATATGGGGAC-3′; reverse primer: 5′-GTCCCCATATGCATG*GT*GGCCAATGATGATGG-3′). pMYs-Flag-TET2CD was kindly provided by Dr. Xu of the Chinese Academy of Sciences.

### Retroviral infection and iPSC derivation

The retroviral transduction of the Yamanaka factors (OSK) along with AKT-Mer, IDH1 or IDH1(R132H) was performed following the original protocol with some modifications [20]. Briefly, 3 × 10^6^ plat-E cells were plated in a 60-mm dish 1 day before transfection with 4.5 µg of the pMXs-Oct4, pMXs-Sox2, pMXs-Klf4, pMYs-AKT-Mer, pMYs-Idh1*,* pMYs-Idh1(R132H) or pMYs-Flag-TET2CD plasmid using X-tremeGENE 9 (Merck), following the manufacturer’s instructions. At 48 h posttransfection, the retroviruses in plat-E medium were collected, mixed and filtered via PVDF filters with a 0.45 µm pore size (Merck, Cat# SLHVR33RS). Next, OE-MEFs that had been plated at 3 × 10^5^ cells per 60-mm dish the day before were infected with retroviruses supplemented with 4 µg/mL polybrene (Sigma-Aldrich, Cat# H9268). At 3 dpi, the transfected cells were replated in a 6-well plate with LIF containing ES medium-DMEM (Nacalai Tesque Cat# 08459-64) supplemented with 10% FCS (Gibco, Cat# 10270, Lot# 42Q3056K), 0.1 mM nonessential amino acids (Nacalai Tesque Cat# 06344-56), 2 mM L-glutamine (Nacalai Tesque Cat# 16948-04), 0.1% 2-mercaptoethanol, 100 U/mL LIF (made in the laboratory) and streptomycin/penicillin (Nacalai Tesque Cat# 09367-34). At the same time, 4OHT (Sigma-Aldrich, Cat# H7904) (final concentration, 1 µM) was added to three wells to activate AKT, and ethanol (vehicle control) was added to another 3 wells for the AKT-nonactivated controls. AOA (Sigma-Aldrich, Cat# C13408) (final concentration, 1 mM) or DM-αKG (Sigma-Aldrich, Cat# 349631) (final concentration, 0.8 mM) was added to the culture medium beginning at either 3 dpi, to examine the levels of αKG and 5hmC (Fig. 4f, g) or 7 dpi, to determine reprogramming efficiency (Fig. 4h, i).

### Teratoma formation assay

Established iPSCs (1 × 10^6^) were subcutaneously injected into the dorsal flank of nude mice (Japan SLC). At 4–5 weeks after transplantation, the tumors were dissected from the mice. The teratomas were fixed with 4% paraformaldehyde in PBS and embedded in OCT compound (Sakura Finetek Japan). Sections (7 µm thick) were stained with hematoxylin and eosin.

### Cell cycle analysis

At 7, 8, 9 and 10 dpi, 1 × 10^6^ cells undergoing reprogramming were harvested in tubes, fixed with 1% PFA for 15 min at room temperature, washed with PBS and resuspended in 100 µL PBS. A total of 900 µL of 70% ethanol chilled at − 30 °C was added, with mixing by tapping, followed by 50 µL RNase (50 µg/µL) and 200 µL propidium iodide (100 µg/mL). Next, the mixture was incubated for 30 min at room temperature. The cells were collected by centrifugation (960 × *g* for 5 min), resuspended in 1% FCS in PBS and passed through a mesh. Fluorescein was measured with a Gallios flow cytometer (Beckman Coulter) and analyzed with Kaluza software (Beckman Coulter).

### Proteomic analysis

Three wells per experimental group were analyzed independently. Cells were harvested at 10 dpi by trypsinization and washed with PBS. The cell pellet was stored at − 80 °C until protein extraction. The methods used for protein extraction and trypsin digestion have been described previously [21]. See Additional file 5 for further methodological details.

### Ion chromatography–tandem mass spectrometry for anionic metabolites

Cells from each experimental group were plated in three wells of 6-well plates and analyzed independently as follows. The culture medium from cells undergoing reprogramming at 10 dpi was replaced with DMEM without glucose (Nacalai Tesque) supplemented with 4.5 g/L D-glucose-^13^C_6_ (Sigma-Aldrich), followed by incubation with 5% CO_2_ for 1 h at 37 °C. Then, the medium was aspirated, and the cells were washed in ice-cold PBS three times with chilling, followed by snap freezing in liquid nitrogen. The plates were stored at − 80 °C until metabolite extraction. The methods used for metabolite extraction and cytosolic fractionation to remove mitochondria from cell lysates have been described previously [22, 23]. See Additional file 5 for further details.

### Microarray analysis

Total RNA was extracted using the miRNeasy Mini Kit (QIAGEN) according to the manufacturer’s instructions. Cyanine-3 (Cy3)-labeled cRNA was prepared from 100 ng RNA using the Low Input Quick Amp Labeling Kit (Agilent) according to the manufacturer's instructions, followed by RNeasy column purification (QIAGEN). Dye incorporation and the cRNA yield were checked with a NanoDrop ND-1000 spectrophotometer. Slides were scanned immediately after washing on an Agilent DNA Microarray Scanner (G2565CA) using the one-color scan setting for 8 × 60 k array slides (scan area 61 × 21.6 mm, scan resolution 3 µm, dye channel set to green, green PMT set to 100% and TIFF file dynamic range of 20 bits). The scanned images were analyzed with Feature Extraction Software 10.7.3.1 (Agilent) using the default parameters to obtain background-subtracted and spatially detrended processed signal intensities.

### Immunoblotting

Proteins were extracted using RIPA buffer (50 mM HEPES pH 7.9, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS), followed by protein concentration measurement using a Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). For SDS-PAGE, 20 µg protein was applied per lane. Proteins were detected with anti-TET2 (diluted to 1:1000) (Cell Signaling Technology) and anti-β-ACTIN (diluted to 1:1000) primary antibodies using ImageQuant LAS 4000 (GE Healthcare).

### RNA sequencing

Total RNA was isolated from cells using the AllPrep DNA/RNA Mini Kit (QIAGEN) according to the manufacturer’s instructions. Standard polyA libraries were prepared using the KAPA Stranded mRNA-Seq Kit for Illumina (Kapa Biosystems) according to the manufacturer’s protocol. Libraries were subjected to 50-bp single-end sequencing on the Illumina HiSeq 1500 platform. The sequence data were trimmed using Trim Galore (https://www.bioinfor matics.babraham.ac.uk/projects/trim_galore/) and mapped against the mouse reference transcriptome using Salmon [24].

### qRT-PCR

Total RNA was isolated from cells using the RNeasy Mini Kit (QIAGEN) according to the manufacturer’s instructions. Reverse transcription was performed by using a ThermoScript RT-PCR System (Invitrogen) and an oligo (dT) primer. Gene expression levels were measured with Stratagene MX3000P (Agilent Technologies) using FastStart Universal SYBR Green Master Mix (Rox) (Roche). See Additional file 5: Table S1 for the primers.

### Bisulfite sequencing

Genomic DNA was isolated from cells using the Cica Geneus Total DNA Prep Kit (Kanto Chemical) according to the manufacturer’s instructions. The isolated DNA was subjected to the bisulfite reaction as described previously with some modifications [25, 26]. The automated shell scripts and the read me text are available in Additional files 2, 3 and 4 [27]. See Additional file 5 for further details.

### Dot blot assay

Total DNA was extracted from cells by RNase and protease digestion, followed by phenol/chloroform purification. The DNA concentration was measured using a Qubit system (Thermo Fisher Scientific) and diluted to 100 ng/µL with distilled and deionized water. To denature the genomic DNA, 0.5 µL of 1 N NaOH was added to 4.5 µL of DNA solution, after which the mixture was heated to 95 °C for 10 min and neutralized by adding 0.75 µL of 5 M ammonium acetate. The genomic DNA (1.5 µL) was blotted onto a nylon membrane (Hybond-N + , GE Healthcare) (i.e., 117 ng genomic DNA per spot). The membrane was incubated at 80 °C for 30 min and UV cross-linked at 70 mJ. The blotting membrane was soaked in blocking reagent (BlockingOne, Nacalai Tesque) for 1 h at room temperature, washed briefly with TBS with 0.1% Tween-20 (TBST), incubated with a polyclonal anti-5hmC antibody (Activemotif, cat # 39069) diluted 1:5000 with Can Get Signal Solution 1 (Toyobo Life Science) at 4 °C overnight, washed with TBST three times for 10 min each, incubated with an HRP-linked anti-rabbit IgG antibody (GE Healthcare, cat # NA934) for 1 h at room temperature and washed with TBST three times for 10 min each. The resulting signals were detected by ECL chemiluminescence (Nacalai Tesque) using ImageQuant LAS 4000 (GE Healthcare). The signal intensity of the dots was quantified using ImageJ software. To plot a standard curve of the dot signal intensity versus the amount of 5hmC, we used a synthesized oligonucleotide consisting of 57 nucleotides including seven 5hmCs (5′-AGAAT[X_1_]GGTTATAGG[X_2_]GGGAGACATAGAAACTGC[X_3_]G[X_4_]GTG[X_5_]GTG[X_6_]GTCCAC[X_7_]GAAAC-3′, [X]; 5hmC). Twofold dilutions of the oligonucleotide were prepared starting from the highest 5hmC concentration of 400 fmol/µL and treated in the same way as the genomic samples described above.

### Statistical analysis

To evaluate reprogramming efficiency, iPSCs from each group were plated in three wells of 6-well plates. Then, the GFP-positive colonies in each well were counted. For dot blotting, transcriptomic, proteomic and metabolomic analyses, qRT-PCR, and bisulfite sequencing, cells from the three wells per experimental group were assessed independently. Statistical analyses of the iPSC generation assay, dot blot analysis, metabolomic analysis, qRT-PCR and methylation analysis data were performed using the unpaired Student’s t-test. Statistical analyses of the RNA sequencing data were performed using the edgeR package [28], and *p* values were calculated after adjusting for the false discovery rate. Data are shown as the means, and error bars represent standard deviations.

### Data and software availability

The accession numbers of the RNA-seq data and the microarray data reported in this paper are GEO: GSE161344 and GEO: GSE161399, respectively. The accession number of the proteomic analysis reported in this paper Japan ProteOme Standard Repository (JPOST; https://repository.jpostdb.org/) is PXD014856. The metabolomic analysis data reported in this paper are available in Additional file 1.

## Results

### Conditional activation of AKT enhances iPSC induction efficiency

To investigate the role of activated AKT during iPSC induction, we employed a fusion protein of myristoylated AKT and a modified estrogen receptor (AKT-MER) [4]. In this system, AKT can be conditionally activated by administering the MER ligand 4-hydroxytamoxifen (4OHT). For the induction of cell reprogramming, we used mouse embryonic fibroblasts (MEFs) carrying a transgene encoding enhanced green fluorescent protein gene (*EGFP*) under the control of the *Oct4* promoter and enhancer (OE-MEFs) [16, 17]. The OE-MEFs enabled us to identify cells undergoing reprogramming by observing EGFP fluorescence. We transduced the OE-MEFs with AKT-MER in combination with OSK (OSKA) via retroviral vector infection (Day 0). At 3 days postinfection (dpi), we split the cells into two groups, which were cultured with (OSKA + 4OHT: AKT activation) or without 4OHT (OSKA − 4OHT: AKT nonactivation) (Fig. 1a). We assessed the effect of AKT activation on iPSC induction by counting the number of GFP-positive colonies at 7 and 10 dpi. At 7 dpi, the average number of GFP-positive colonies in the OSKA + 4OHT group was 450 ± 179.5 (i.e., the reprogramming efficiency was 0.15 ± 0.06% when the number of infected cells was 3 × 10^5^), whereas no GFP-positive colonies were observed in the OSKA − 4OHT group (n = 3, *p* = 0.045, Student’s t-test) (Fig. 1b). At 10 dpi, there were 1094 ± 33.3 GFP-positive colonies (reprogramming efficiency: 0.36 ± 0.01%) in the OSKA + 4OHT group compared with 295 ± 65.0 (reprogramming efficiency: 0.10 ± 0.02%) in the OSKA − 4OHT group (n = 3, *p* = 0.00033, Student’s t-test) (Fig. 1b). The effects of 4OHT on the cells that were not transduced with AKT-MER were limited in terms of iPSC induction efficiency and gene expression (Figs. 1b and Additional file 5: Fig. S1). We established iPSC lines from GFP-positive colonies in the OSKA + 4OHT group and confirmed their pluripotent ability to differentiate into the three germ layers using a teratoma formation assay (Fig. 1c). The results indicated that the conditional activation of AKT greatly accelerates the timing and improves the efficiency of somatic cell reprogramming by Yamanaka factors.

**Fig. 1:**
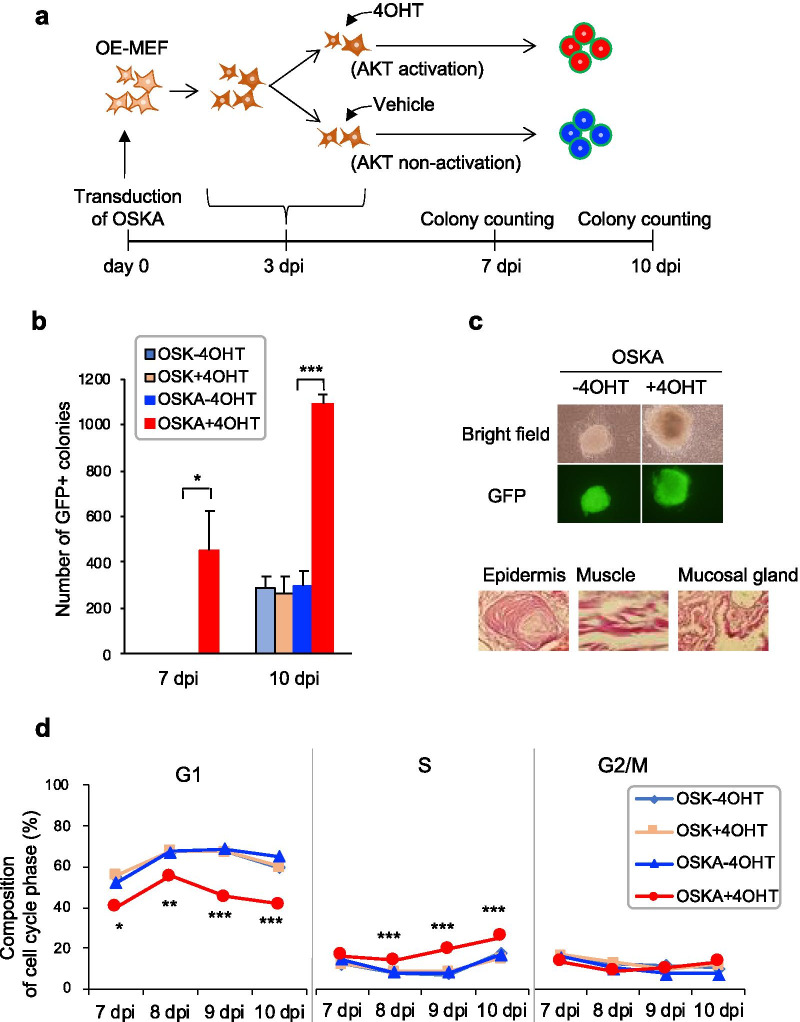
Enhancement of iPSC induction by conditional AKT activation**. a** A schematic representation of conditional AKT activation during iPSC induction. OE-MEFs were transduced with reprogramming factors (OSK) and AKT-Mer (A). Cells were plated in 6-well plates at 3 dpi. Next, 4OHT (the Mer ligand) was added to three wells to activate AKT, and vehicle (ethanol) was added to the remaining three wells as a control. GFP-positive colonies were counted at 7 and 10 dpi. **b** The numbers of GFP-positive colonies at 7 and 10 dpi. Cells without AKT-Mer transduction (OSK − 4OHT and OSK + 4OHT) were observed to record the intrinsic effects of 4OHT on reprogramming (n = 3). **c** Representative images of GFP-positive colonies and histological sections illustrating the three germ layers that differentiated from AKT-activated iPSCs transplanted into nude mice. The epidermis, muscle and mucosal gland correspond to the ectoderm, mesoderm and endoderm, respectively. **d** Cell cycle analysis by DNA content quantitation, as assessed by PI staining and flow cytometry between 7 and 10 dpi (n = 3). *p < 0.05; **p < 0.01; ***p < 0.001 by the unpaired Student’s *t*-test

We examined cell cycle progression with or without AKT activation from 7 to 10 dpi using fluorescence-activated cell sorting to measure DNA contents following propidium iodide (PI) staining. It has been reported that an accelerated cell cycle rate is important for somatic cell reprogramming [29, 30]. Additionally, one of the major effects of AKT on cell physiology is to promote proliferation by phosphorylating the cell cycle checkpoint proteins p21 and p27 [1]. The proportion of G1-phase cells was significantly lower at all assessed time points, whereas that of S-phase cells was significantly higher among AKT-activated cells (OSKA + 4OHT) than nonactivated cells (OSK with and without 4OHT: OSK − 4OHT and OSK + 4OHT, respectively, and OSKA − 4OHT) at 8 dpi (Fig. 1d). These results indicate that activated AKT promotes the G1-to-S phase transition, thereby accelerating the cell cycle during iPSC induction.

### Expanded glucose anabolism during iPSC induction with activated AKT

As AKT participates in glucose metabolism by regulating GSK and FOXO, we performed a metabolomic pathway tracing analysis by adding ^13^C-labeled glucose to the cell culture medium at 10 dpi. This experiment enabled us to understand how the carbon flows derived from the labeled glucose were modified in each metabolic pathway, where non-^13^C-labeled molecules corresponded to metabolites derived from intracellularly accumulated substrates or extracellular nonglucose substrates. The volcano plot showed an overall increasing trend of the anionic metabolites that we measured (Fig. 2a). Among 313 metabolites, 103 metabolites showed a statistically significant increase, whereas only 5 metabolites showed a statistically significant decrease in AKT-activated cells relative to AKT-nonactivated cells. The flow of glucose carbon into the glycolysis pathway and the pentose phosphate pathway was significantly increased in AKT-activated cells (Additional file 5: Fig. S2a,b). De novo nucleotide synthesis for genome replication, represented by inosine monophosphate (IMP) and deoxynucleotide triphosphates (dGTP, dATP, dCTP and TTP), was notably elevated (Additional file 5: Fig. S2c,d). The carbon flow into the TCA cycle was also significantly increased (Fig. 2b). The levels of intermediates of the TCA cycle, including citrate, cis-aconitate, isocitrate and αKG, significantly altered in AKT-activated cells. Because glucose-derived citrate is exclusively produced in mitochondria, this result suggests a higher level of mitochondrial activity. Importantly, these molecules are involved in fatty acid and amino acid synthesis.

**Fig. 2:**
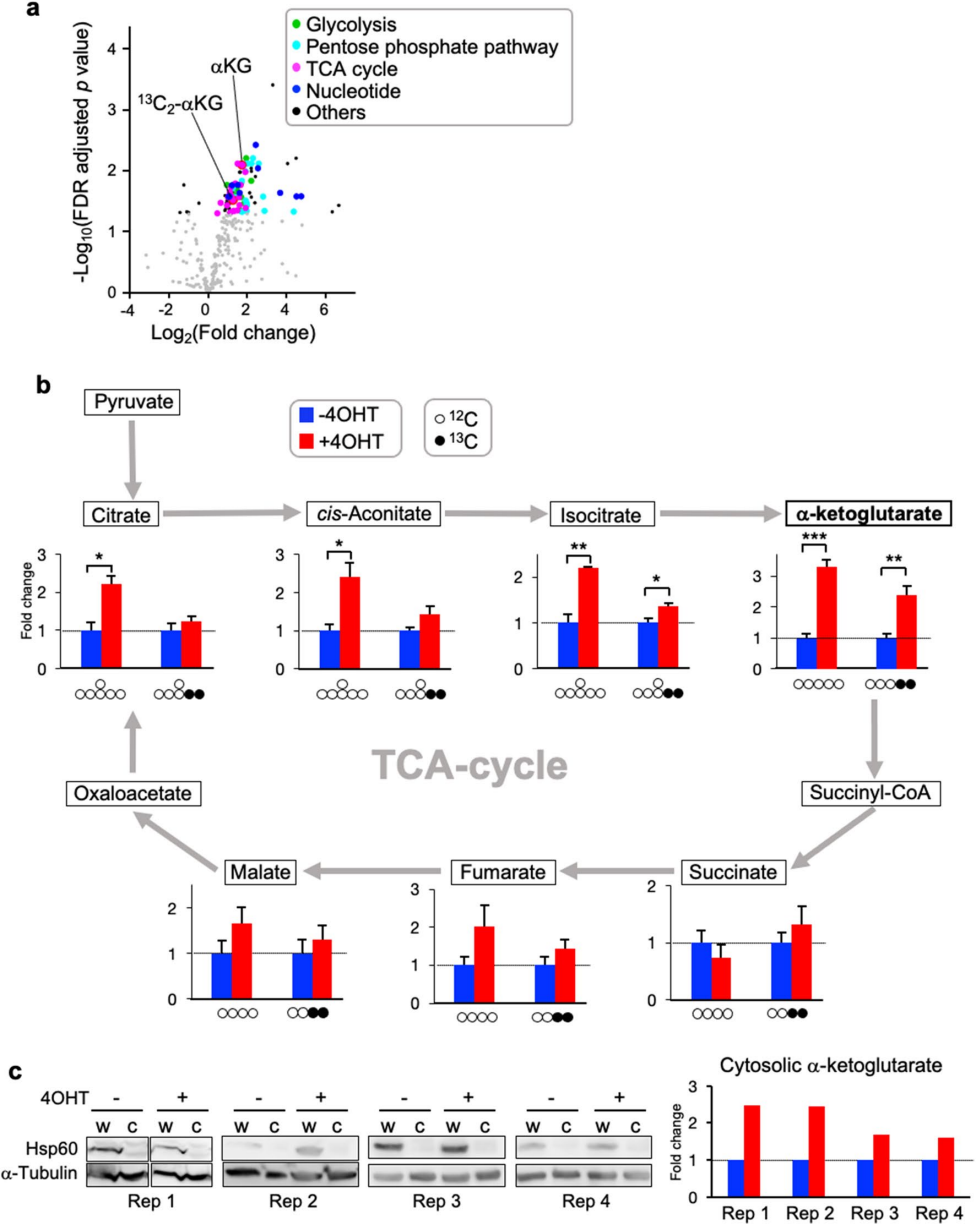
Effects of AKT activation on metabolic pathways during iPSC induction, as assessed by metabolomic analyses. **a** Volcano plot representing all metabolites quantified by ion chromatography–tandem mass spectrometry. For every metabolite, the log_2_ fold change of AKT-activated versus AKT-nonactivated cells was plotted against the − log_10_ false discovery rate adjusted *p* value (n = 3). Colored and black dots depict significantly higher or lower levels of metabolites in AKT-activated cells than in AKT-nonactivated cells, and gray dots represent metabolites showing no significant difference (*p* < 0.05). Each color represents a metabolic process related to processes such as glycolysis, the pentose phosphate pathway, the TCA cycle or nucleotide biosynthesis, as indicated on the upper right. **b** Fold changes in metabolites involved in the TCA cycle, as quantified by ion chromatography–tandem mass spectrometry (n = 3). Metabolites not containing ^13^C were derived from intracellularly accumulated substrates or extracellular nonglucose substrates, whereas ^13^C-containing metabolites were derived from extracellular glucose. The levels of non-^13^C-containing and ^13^C-containing metabolites in AKT-nonactivated cells (− 4OHT) were set to 1. **c** Fold change in cytosolic αKG, as quantified by ion chromatography–tandem mass spectrometry (Rep 1–4; 4 independent experiments). Western blots with antibodies against HSP60 (mitochondrial marker) and α-tubulin (cytosolic marker) indicated the successful exclusion of mitochondria from the cytoplasmic fraction (c) of the whole-cell lysate (w)

Consistent with the metabolomic analysis, a proteomic analysis at 10 dpi followed by KEGG pathway analysis revealed that proteins involved in glycolysis and the pentose phosphate pathway as well as fatty acid metabolism, amino acid biosynthesis and carbon metabolism were significantly enriched among the proteins upregulated in AKT-activated cells (Additional file 5: Figs S2a,b and S3a,b). Overall, the metabolomic and proteomic analyses showed that iPSC induction with AKT activation shifts the glucose metabolic state toward anabolic processes supplying cellular building blocks (e.g., nucleotides and fatty acids), which could support an accelerated cell cycle rate (Fig. 1d).

### Enhanced epigenetic reprogramming during iPSC induction with activated AKT

Next, we performed RNA sequencing at 10 dpi. 

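RNA from 3 wells of the OSKA + 4OHT group and 3 wells of the OSKA − 4OHT group was compared at 10 dpi. Both groups had been transduced with OSK and AKT-MER, and 1 µM 4OHT or its vehicle was given from 3 dpi. AKT-MER is a fusion of AKT with a modified estrogen receptor that 4OHT activates. The authors quantified the trimmed reads of polyA libraries with Salmon and deposited 1 value per gene and well, in TPM, beside the output of their own comparison of the groups. The 54331 genes are listed by Ensembl identifier, and 54097 of them have a symbol in the GENCODE annotation of GRCm38 used here. The values of each well add up to 1000000, so the sequencing depth is not kept. An approximate depth was read from genes with a single annotated transcript, where the product of TPM and effective transcript length rises in steps of 1 read. Between 36.9% and 42.4% of the low values lay near a whole number of reads, against 30% for evenly spread values, so the steps were only moderately sharp. With the deepest library set to 1, the relative depths of OSKA − 4OHT replicates 1, 2 and 3 were 0.497, 1 and 0.644, and those of OSKA + 4OHT replicates 1, 2 and 3 were 0.887, 0.980 and 0.835. Between 15814 and 17692 genes were above 0 in the OSKA − 4OHT libraries, and between 17578 and 18230 in the OSKA + 4OHT libraries. A value of 0 is reported as listed at 0, since 97 of the 5708 genes with a median above 20 TPM were also listed at 0 in at least 1 library. Differences were tested with limma-trend on log2(TPM + 0.5) over the 15382 genes with a mean of at least 1 TPM, and a gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1. Fold changes are on this log2(TPM + 0.5) scale, which understates the change of low genes. Across genes, which are not independent replicates, the correlation between wells of the same group was between 0.809 and 0.864. An exact permutation test of a single gene cannot give a 2-sided p-value under 0.1 with 3 wells against 3.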

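By this test, 441 genes were higher and 210 genes were lower in the OSKA + 4OHT group, and in all 651 of them the values of the groups did not overlap. Among all tested genes, the groups did not overlap in 4331 (28.2%), against 10% by chance. Without the fold change threshold, 542 genes were higher and 303 lower at an adjusted p-value under 0.05, and 3281 genes had an unadjusted p-value under 0.05. The median log2 fold change of all tested genes was 0.14, and 67.7% of the called genes were higher. After scaling by the trimmed mean of log ratios this share was 55.0%, with 364 genes higher and 298 lower, and after quantile normalization it was 53.9%, with 340 higher and 291 lower. Leaving out OSKA + 4OHT replicate 1 lowered the counts to 111 and 63, and 161 of the 651 genes were shared with this fit. Of the 441 genes, 71 had at most about 3 reads in each OSKA − 4OHT library, and 36 were listed at 0 in all of these libraries. The largest rises were found in such genes, for which no fold change is given. *Gm46332*, a long noncoding RNA gene on chromosome 12 (GRCm38, 4552546 to 4569538), was listed at 0, 1.73 and 0 TPM in OSKA − 4OHT replicates 1 to 3 and at 42.0, 45.2 and 26.8 TPM in OSKA + 4OHT replicates 1 to 3, and 201 of its 457 bases are 97.0% identical to *Gm5860*. *Gm13166*, *Gm11456*, *Dppa5a* and *Gm43802* were listed at 0 in all OSKA − 4OHT libraries. In OSKA + 4OHT replicates 1 to 3, *Gm13166* had 31.3, 11.6 and 26.1 TPM, *Gm11456* 19.8, 18.6 and 22.3 TPM, *Dppa5a* 16.4, 25.7 and 18.5 TPM, and *Gm43802* 15.2, 20.6 and 12.0 TPM. The values of these 5 genes are uncertain, because Salmon could have split their reads with a similar transcript. *Gm43802* is identical to *Gbp7* over its whole length, *Gm13166* is 99.7% identical to *Gm13236*, *Gm11456* is 87.9% identical to *Rps27rt*, and *Dppa5a* is 95.9% identical to a *Pigp* transcript over 417 of 619 bases. *Gbp7* also rose, from a mean of 4.37 to 20.8 TPM, which argues against a mere move of reads from it to *Gm43802*. Among the genes that were lower, *Amy2a5* fell from 12.6, 3.99 and 6.96 TPM to values listed at 0. It is 98.4% identical to *Amy2a4*, so its own value is equally uncertain. *Amy2a4* also fell, from a mean of 21.0 to 6.19 TPM, which argues against a mere move of reads to it. The adjusted p-value of *Amy2a5* stayed under 0.05 in 2 of the 6 fits that left out 1 well. *Acta1* fell from 21.5 ± 5.22 TPM (SD, n = 3) to 1.33 ± 0.538 TPM (SD, n = 3), which is close to the limit of about 3 reads. *Tagln* on chromosome 9 (45929619 to 45936058) fell from 286.6 ± 4.26 TPM to 30.01 ± 8.21 TPM (SD, n = 3 each), a log2 fold change of -3.27 (standard error 0.201, adjusted p = 0.00328 from limma-trend with Benjamini-Hochberg adjustment). *Gm48529* is identical to it over 69.3% of its transcript. The mean of *Gm48529* was 4.15 TPM in the OSKA − 4OHT group and 1.09 TPM in the OSKA + 4OHT group, too low for an exchange of reads to give this fall. *Ltbp2* fell from 31.8 ± 20.8 to 2.06 ± 0.961 TPM (SD, n = 3 each), and its adjusted p-value was 0.0262 by limma-trend with Benjamini-Hochberg adjustment. With 1 well left out it was from 0.0208 to 0.0965 and stayed under 0.05 only without OSKA − 4OHT replicate 1. *Omd* fell from 10.8, 9.02 and 6.08 TPM in OSKA − 4OHT replicates 1 to 3 to values listed at 0, 0 and 1.76 TPM in OSKA + 4OHT replicates 1 to 3 (adjusted p = 0.0427 from limma-trend with Benjamini-Hochberg adjustment). With 1 well left out its adjusted p-value was from 0.0222 to 0.133 and stayed under 0.05 only without OSKA + 4OHT replicate 3.

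**Figure D1:**
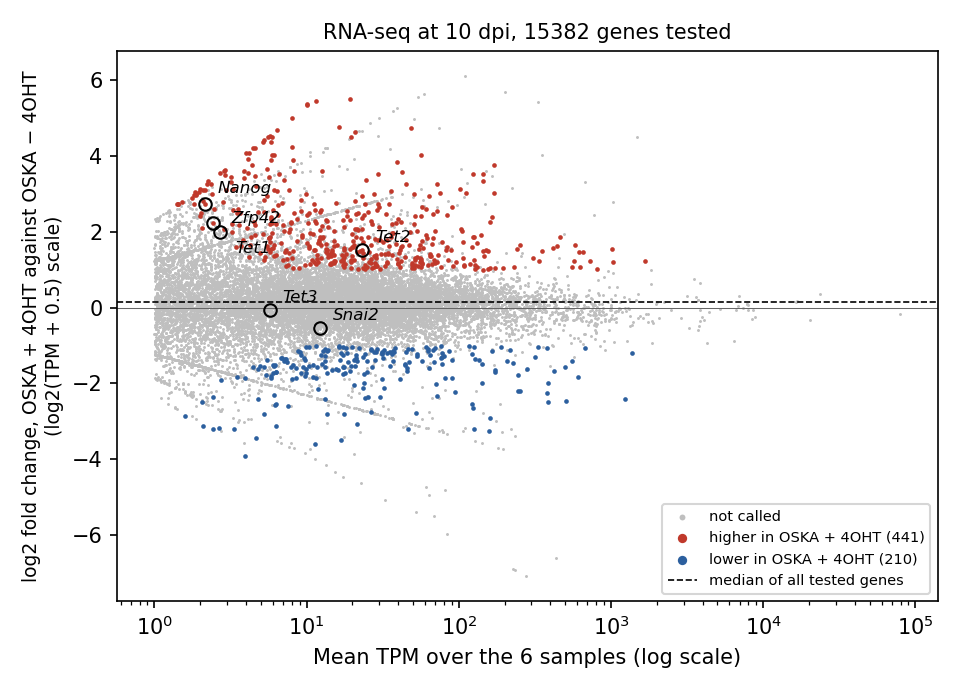
Log2 fold change of OSKA + 4OHT against OSKA − 4OHT on the log2(TPM + 0.5) scale for each of the 15382 tested genes, against its mean TPM over the 6 samples on a log axis. Red points are the 441 genes called higher, blue points the 210 called lower, gray points the others, the dashed line is the median of all genes at 0.14, and circles mark 5 genes the study names and *Tet3*. *Tet1*, *Nanog* and *Zfp42* lie among the genes of low mean TPM.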

A total of 559 genes were significantly upregulated, and 429 genes were significantly downregulated in the OSKA + 4OHT group relative to the OSKA − 4OHT group (fold change > 2, adjusted *p value* < 0.05, n = 3). KEGG pathway analysis revealed that genes involved in metabolism-related pathways, infection responses and cell cycle regulation were significantly enriched among the genes upregulated in AKT-activated cells (Fig. 3a). On the other hand, genes involved in cell adhesion, motility, the cytoskeleton, cancer and TGF-b signaling were enriched among the downregulated genes (Fig. 3a). 

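Short lists of genes were written by hand for the processes that the KEGG analysis names, since the KEGG sets were not used here, as well as for other genes the study discusses and for some further processes. The KEGG analysis used these same libraries, so a list for a process it names is not independent support. Each list was compared with all other tested genes by camera with a preset inter-gene correlation of 0.01, and 25 of 27 lists had at least 3 tested genes. The median of each list is given relative to the median of all genes. Of the 14 lists with an adjusted p-value under 0.05, 9 lay above and 5 below all genes. They include the pluripotency, DNA methylation, epithelial and mesenchymal lists, which the KEGG analysis does not name, and cholesterol synthesis, a further process that lay below. All 14 also had an adjusted p-value under 0.05 in fry, which tests a list against no change and not against the other genes. Only 3 did so in camera when the correlation was estimated for each list, namely the actin cytoskeleton, G2 and mitosis, and pluripotency lists. The infection and interferon list was the highest, 2.35 above the median of all genes on the log2 scale (its own median 2.49, or 2.45 with 3 genes at the read limit set to an approximate bound; adjusted p = 5.77e-19 from camera with Benjamini-Hochberg adjustment over the lists). In 27 of its 28 genes, every OSKA + 4OHT well was above every OSKA − 4OHT well, and 21 genes had an adjusted p-value under 0.05 over all genes and 27 adjusted over the list alone. Of the metabolic lists, glycolysis lay 0.91 above all genes (adjusted p = 1.09e-10 from camera with Benjamini-Hochberg adjustment over the lists), with all 19 genes higher, 9 of them with an adjusted p-value under 0.05 over all genes and 15 adjusted over the list alone. The glucose transporter gene *Slc2a1* on chromosome 4 (GRCm38, 119108711 to 119137983) rose from 38.3 ± 15.4 TPM to 301.7 ± 21.3 TPM (SD, n = 3 each), a log2 fold change of 3.03 (standard error 0.273, adjusted p = 0.00462 from limma-trend with Benjamini-Hochberg adjustment). HIF-1 signaling targets lay 1.05 above all genes and the malate-aspartate shuttle 0.47 (adjusted p = 4.07e-06 and 0.0153 from camera with Benjamini-Hochberg adjustment over the lists), with 8 of 17 and 1 of 7 genes under 0.05 over all genes and 9 and 2 adjusted over the list alone. In the 6 fits that left out 1 well, the shuttle lay from 0.30, without OSKA − 4OHT replicate 3, to 0.47 above all genes. Amino acid biosynthesis and fatty acid synthesis genes were 0.31 and 0.18 above all genes, and TCA cycle genes 0.017 above, each with an adjusted p of 0.134 from camera with Benjamini-Hochberg adjustment over the lists. Without OSKA − 4OHT replicate 3 the adjusted p-values of amino acid biosynthesis and fatty acid synthesis were 0.0279 and 0.0359, the lowest of the 6 fits that left out 1 well, in which they reached 0.273 and 0.266. In fry, fatty acid synthesis and the TCA cycle were under 0.05 (adjusted p = 0.0227 and 0.0365). Since fry tests against no change and the median of all genes was itself 0.14, these values do not show a rise beyond other genes. The pentose phosphate pathway lay at -0.055 (adjusted p = 0.727 from camera with Benjamini-Hochberg adjustment over the lists). Of the cell cycle lists, G2 and mitosis lay 0.84 above all genes with all 24 genes higher, and S phase and the G1/S transition 0.64 above with 24 of 25 genes higher (adjusted p = 1.08e-11 and 1.36e-05 from camera with Benjamini-Hochberg adjustment over the lists). In these lists 9 and 3 genes were under 0.05 over all genes, and 20 and 7 adjusted over the list alone. *Plk1* rose from 18.5 ± 1.83 to 50.2 ± 1.52 TPM (SD, n = 3 each; log2 fold change 1.42, adjusted p = 0.00697 from limma-trend with Benjamini-Hochberg adjustment). Negative regulators of the cell cycle lay at -0.012 (adjusted p = 0.762 from camera with Benjamini-Hochberg adjustment over the lists).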

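The list of actin cytoskeleton genes lay 1.32 below the median of all genes (relative log2 fold change -1.32, adjusted p = 1.23e-15 from camera with Benjamini-Hochberg adjustment over the lists). All 14 of its genes were lower in the OSKA + 4OHT group, 9 of them with an adjusted p-value under 0.05 over all genes and 13 adjusted over the list alone. Focal adhesion and extracellular matrix genes had a relative log2 fold change of -0.92 (adjusted p = 5.11e-11 from the same test), with 22 of 26 genes lower, 11 under 0.05 over all genes and 20 adjusted over the list alone. With the correlation estimated for each list, the adjusted p-value of this list was 0.103. Its member *Thbs1* on chromosome 2 (GRCm38, 118111876 to 118127133) fell from 2097 ± 228.8 TPM to 389.8 ± 26.4 TPM (SD, n = 3 each), a log2 fold change of -2.42 (standard error 0.116, adjusted p = 0.00298 from limma-trend with Benjamini-Hochberg adjustment). Of the 20 genes under 0.05 adjusted over the list alone, 2 were higher, *Col3a1* and *Col6a2*, the latter named after its values were seen (log2 fold change 0.54). The collagen gene *Col3a1* rose from 433.4 ± 12.3 to 1023 ± 140.1 TPM (log2 fold change 1.23, standard error 0.122, adjusted p = 0.00582 from limma-trend with Benjamini-Hochberg adjustment).

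**Figure D2:**
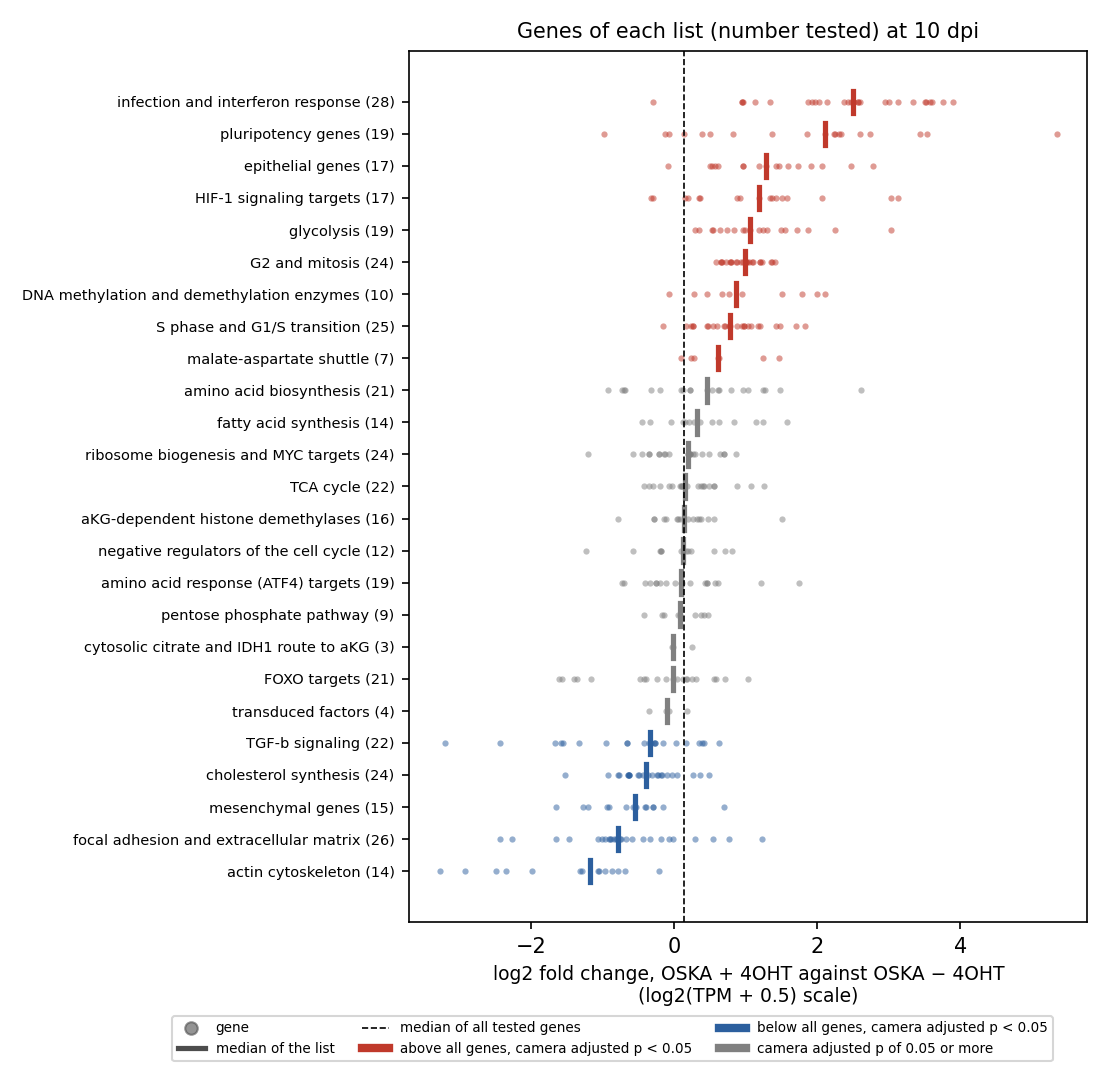
Log2 fold change of OSKA + 4OHT against OSKA − 4OHT for the tested genes of each of the 25 lists, on the log2(TPM + 0.5) scale. Each point is a gene, each bar the median of its list, and the dashed line the median of all tested genes at 0.14. Red lists lie above and blue lists below all genes at a camera adjusted p-value under 0.05, and the infection and actin cytoskeleton lists are the farthest from the line.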

The downregulation of TGF-b signaling, which enhances epithelial-to-mesenchymal transition (EMT), suggests that AKT promotes mesenchymal-to-epithelial transition (MET), which is a critical step in reprogramming [31]. Accordingly, *Snai2*, a transcription factor that represses key epithelial regulators, was downregulated in AKT-activated cells (0.67-fold, *p* = 0.04) [31].

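The TGF-b signaling list had a relative log2 fold change of -0.48 (adjusted p = 2.02e-06 from camera with Benjamini-Hochberg adjustment over the lists; 0.0731 with the estimated correlation). Of its 22 genes, 16 were lower in the OSKA + 4OHT group, 5 had an adjusted p-value under 0.05 over all genes and 9 adjusted over the list alone. Of these 9, *Ltbp1* and *Dcn*, chosen after their values were seen, were higher (log2 fold changes 0.62 and 0.42). Mesenchymal genes had a relative log2 fold change of -0.69 with 14 of 15 genes lower, and epithelial genes one of 1.14 with 16 of 17 genes higher (adjusted p = 3.77e-08 and 6.73e-05 from camera with Benjamini-Hochberg adjustment over the lists). With the estimated correlation these adjusted p-values were 0.0654 and 0.359. In each list 4 genes were under 0.05 over all genes, and 10 mesenchymal and 7 epithelial genes adjusted over the list alone. The epithelial list had a median of 1.29, or 1.19 with the genes at the read limit set to an approximate bound. Its relative value of 1.14 depended on the pseudocount, and was 0.68 with log2(TPM + 2) and 1.365 with log2(TPM + 0.1). The mesenchymal gene *Pdgfrb* fell from 24.5 ± 2.97 to 7.50 ± 1.17 TPM, and the epithelial gene *Krt8* rose from 10.9 ± 7.23 to 55.7 ± 3.54 TPM (SD, n = 3 each). Their log2 fold changes were -1.65 and 2.48 (adjusted p = 0.0113 and 0.0265 from limma-trend with Benjamini-Hochberg adjustment). With 1 well left out, the adjusted p-value of *Krt8* was from 0.0131 to 0.102 and stayed under 0.05 only without OSKA − 4OHT replicate 3. That of *Pdgfrb* was from 0.0333 to 0.0542 and passed 0.05 only without OSKA + 4OHT replicate 1. From the lower expression of TGF-b signaling genes, the paper proposes that AKT promotes MET.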

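*Snai2* lies on chromosome 16 of GRCm38 from 14705852 to 14709385. It had 14.5, 12.7 and 17.0 TPM in OSKA − 4OHT replicates 1 to 3 (mean 14.7 ± 2.20, SD, n = 3) and 9.95, 10.3 and 9.42 TPM in OSKA + 4OHT replicates 1 to 3 (mean 9.88 ± 0.436, SD, n = 3). The ratio of the means was 0.671. The log2 fold change was -0.54 (standard error 0.193), with an unadjusted p of 0.0284 and an adjusted p of 0.175 from limma-trend with Benjamini-Hochberg adjustment. The groups did not overlap, but the difference did not pass the correction over all tested genes. Adjusted over all tested genes, the p-value was not under 0.05 in any setting that was run, and adjusted over the list alone it was 0.0425 among the mesenchymal genes. The paper drew *Snai2* from these same libraries, so the list value is not independent support.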

**Fig. 3:**
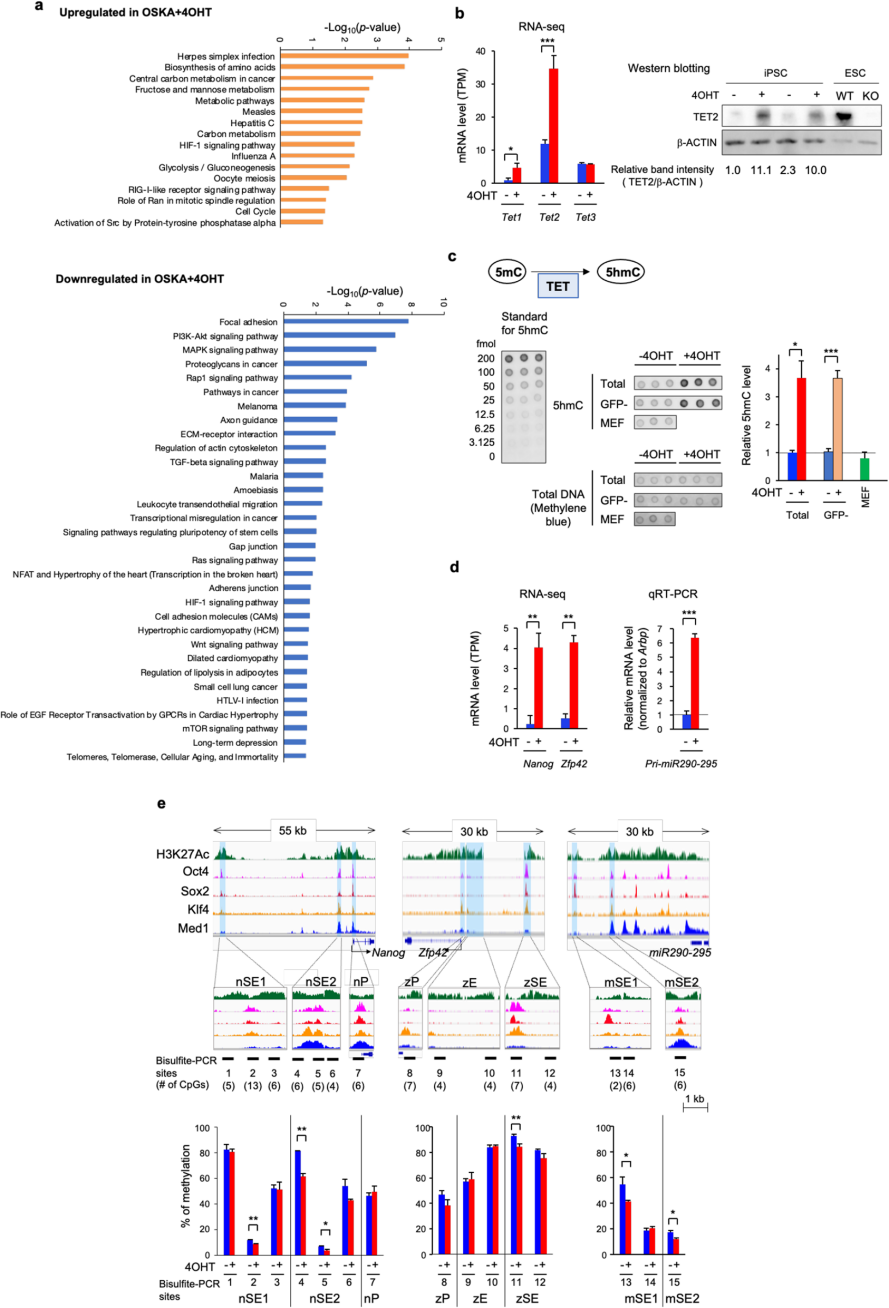
Enhanced DNA methylation reprogramming in AKT-activated cells during reprogramming. **a** RNA-seq followed by the DAVID functional annotation tool used with the KEGG pathway dataset showed that 16 and 32 biological processes were significantly associated with the upregulated and downregulated RNAs, respectively. **b** Transcriptional upregulation of *Tet1* (*p* = 4.9 × 10^−8^) and *Tet2* (*p* = 2.2 × 10^−19^) (n = 3 for each group) by AKT activation at 10 dpi shown by RNA sequencing (left). Upregulation of TET2 at the protein level shown by western blotting (right). **c** Elevated 5hmC levels induced by AKT activation at 10 dpi shown by dot blot analysis. For quantitative analysis, synthesized oligonucleotides containing 5hmC in a known molar amount were plotted. Genomic DNA was extracted from total cells (Total), GFP-negative cells (GFP −) collected by FACS and nontransduced MEFs to measure 5hmC levels (middle and right). The blot was stained with methylene blue after 5hmC detection to assess the total amount of DNA (middle lower panel). **d** Expression levels of pluripotency-related genes measured by RNA sequencing (*Nanog* and *Zfp42*) or qRT-PCR (*pri-miR290-295*) (n = 3). *Pri-miR290-295* expression was normalized to *Arbp* expression, and the level of OSKA − 4OHT was set to 1. **e** DNA methylation levels in cis-regulatory regions around *Nanog* (left column), *Zfp42* (center column) and *pri-miR-290–295* (right column) assayed by bisulfite sequencing adapting PCR amplicon sequencing. The results are presented as the average percentage of methylated CpGs in all sequenced CpGs for each PCR amplicon (n = 3 for each). The top and middle rows are IGV snapshots of the whole regions (top row) and the targeted regions (middle row) depicting publicly available datasets of histone H3K27 acetylation (H3K27Ac) (SRX4178803), the occupancy of the pluripotent stem cell-specific transcription factors Oct4 (SRX950710), Sox2 (SRX1342337) and Klf4 (SRX2441333) and a component of mediator complex Med1 (SRX657147) in ESCs or iPSCs [47]. Blue shading indicates cis-regulatory regions. Bisulfite PCR sites are indicated by bold lines under the IGV snapshots, and the numbers of CpGs involved in each bisulfite PCR amplicon are indicated in parentheses. Abbreviations, SE; super-enhancer, E; enhancer, P; promoter, n; *Nanog*, z; *Zfp42*, m; *pri-miR290-295*

Among the differentially expressed RNAs, we focused on the transcriptional upregulation of *Tet1* (5.4-fold, *p* = 0.02) and *Tet2* (2.9-fold, *p* = 9.1 × 10^−5^) in AKT-activated cells (Fig. 3b). This was because in addition to the overexpression of these genes, the elevation of αKG in AKT-activated cells (Fig. 2b,c) led us to speculate that AKT has epigenetic effects, as αKG is an essential cofactor of αKG- and Fe(II)-dependent dioxygenases, including TET enzymes. 

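*Tet1* lies on chromosome 10 of GRCm38 from 62804570 to 62908996 and *Tet2* on chromosome 3 from 133463679 to 133545139. *Tet1* had 0.328, 0.566 and 1.65 TPM in OSKA − 4OHT replicates 1 to 3 and 5.96, 3.12 and 4.64 TPM in OSKA + 4OHT replicates 1 to 3, so its means were 0.846 ± 0.702 and 4.57 ± 1.42 TPM (SD, n = 3 each) and their ratio 5.40. Without OSKA − 4OHT replicate 3 the ratio was 10.2. The annotated *Tet1* transcripts are between 361 and 14369 bases long, so the number of reads behind these values is not known. Every OSKA + 4OHT well was above every OSKA − 4OHT well, and the log2 fold change was 2.00 (standard error 0.513), but the adjusted p was 0.0807 from limma-trend with Benjamini-Hochberg adjustment. Adjusted over all tested genes, it did not fall under 0.05 in any setting that tested the gene, and adjusted over the list alone it was 0.0236 among the DNA methylation and demethylation enzymes. The paper drew *Tet1* from these same libraries, so the list value is not independent support. *Tet2* rose from 11.9 ± 1.22 TPM to 34.7 ± 4.08 TPM (SD, n = 3 each), a ratio of 2.92 and a log2 fold change of 1.51 (standard error 0.179, adjusted p = 0.00984 from limma-trend with Benjamini-Hochberg adjustment). Without OSKA + 4OHT replicate 1 or without OSKA + 4OHT replicate 2, the adjusted p-value of *Tet2* was 0.0562 or 0.0538 by limma-trend with Benjamini-Hochberg adjustment, and in the other fits that left out 1 well it was from 0.0280 to 0.0415. *Tet3*, the third TET gene, which the paper does not name, on chromosome 6 (83362373 to 83459084) had 5.90 ± 0.323 TPM in the OSKA − 4OHT group and 5.60 ± 0.202 TPM in the OSKA + 4OHT group (SD, n = 3 each; log2 fold change -0.067, adjusted p = 0.890 from limma-trend with Benjamini-Hochberg adjustment), a difference within the spread between wells. The list of DNA methylation and demethylation enzymes, which holds these 3 genes, lay 0.72 above the median of all genes (adjusted p = 0.00208 from camera with Benjamini-Hochberg adjustment over the lists; 0.0843 with the estimated correlation). Of its 10 tested genes, 2 had an adjusted p-value under 0.05 over all genes and 4 adjusted over the list alone. These 4 were *Tet1*, *Tet2*, *Apobec1* and the DNA methyltransferase gene *Dnmt3b*, the last named after its values were seen. *Dnmt3b* had the largest log2 fold change of the list, 2.11, at 0.337 and 3.06 TPM in the OSKA − 4OHT and OSKA + 4OHT groups. The rise of the list is therefore not one of demethylation enzymes alone.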

Consistent with the observed RNA overexpression, an elevated level of the TET2 protein was observed (Fig. 3b).

We investigated the genome-wide level of 5hmC at 10 dpi in bulk cells and GFP-negative cells in the intermediate stage of reprogramming (Fig. 3c). Quantitative dot blot analysis using an anti-5hmC antibody and standards consisting of known amounts of 5hmC-containing oligonucleotides revealed a 3.7-fold increase in the 5hmC level in OSKA + 4OHT bulk cells (n = 3, *p* = 0.015, Student’s t-test; Fig. 3c). We observed a similar upregulation (3.6-fold) of 5hmC in GFP-negative cells collected by fluorescent activated cell sorting (FACS) (n = 3, *p* = 0.0008, Student’s t-test), indicating that the increase in the 5hmC level preceded the activation of the *Oct4-EGFP* reporter gene.

We also investigated the DNA methylation levels of cis-regulatory elements (i.e., promoters and enhancers) of three pluripotency-related genes, *Nanog*, *Zfp42* and *pri-miR290-295*. These genes were significantly upregulated by AKT activation (*Nanog*, 16.4-fold, *p* = 0.006; *Zfp42*, 8.1-fold, *p* = 0.003; *pri-miR290-295*, 6.4-fold, *p* = 2.2 × 10^−5^; Fig. 3d) [32–34]. 

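*Nanog* lies on chromosome 6 of GRCm38 from 122707489 to 122714633 and *Zfp42* on chromosome 8 from 43295063 to 43306980. *Nanog* was listed at 0, 0.740 and 0 TPM in OSKA − 4OHT replicates 1 to 3 and at 4.68, 4.17 and 3.28 TPM in OSKA + 4OHT replicates 1 to 3. *Zfp42* had 0.723, 0.310 and 0.558 TPM in OSKA − 4OHT replicates 1 to 3 and 4.24, 4.67 and 3.99 TPM in OSKA + 4OHT replicates 1 to 3. A pseudogene, *Nanog-ps1*, is 97.6% identical to *Nanog* over 245 of 1995 bases, and *Zfp42-ps1* is 98.1% identical to *Zfp42* over 266 of 1837 bases. By the approximate depth of each library, no OSKA − 4OHT library held more than about 2.36 reads of *Nanog* or 0.928 reads of *Zfp42*. Taking 3 reads as the limit in these libraries, the means of the OSKA + 4OHT group (4.04 ± 0.710 and 4.30 ± 0.342 TPM, SD, n = 3 each) were at least 2.51-fold higher for *Nanog* and at least 2.29-fold higher for *Zfp42*. Every OSKA + 4OHT well was above every OSKA − 4OHT well for both genes, and the adjusted p-values were 0.0481 for *Nanog* and 0.0320 for *Zfp42* from limma-trend with Benjamini-Hochberg adjustment. In the 6 fits that left out 1 well, the adjusted p-values were above 0.05, from 0.0576 to 0.186 for *Nanog* and from 0.0592 to 0.144 for *Zfp42* by limma-trend with Benjamini-Hochberg adjustment. The list of pluripotency genes had a median log2 fold change of 2.11, or 1.28 when 6 of its genes that had at most about 3 reads in each OSKA − 4OHT library were set to an approximate bound. Relative to all genes it lay at 1.96, and at 0.98 with log2(TPM + 2). Of its 19 tested genes, 16 were higher in the OSKA + 4OHT group, 7 with an adjusted p-value under 0.05 over all genes and 12 adjusted over the list alone (adjusted p of the list 1.21e-06 from camera with Benjamini-Hochberg adjustment over the lists). The 9 annotated miRNA genes of the miR-290-295 cluster on chromosome 7, from 3218626 to 3220841, were listed at 0 in all 6 libraries, and the primary transcript was measured by qRT-PCR, which was not analysed here.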

We collected GFP-negative cells at 10 dpi by FACS and performed bisulfite sequencing by adapting PCR amplicon sequencing using a next-generation sequencer. By comparing the percentage of methylated CpGs in each PCR amplicon, we found a robust decrease in DNA methylation in AKT-activated cells in the ESC super-enhancers of the genes assessed, rather than in their promoter regions (n = 3 for each group; Fig. 3e). Notably, multiple CpGs were observed to be significantly hypomethylated at a single-CpG resolution, whereas no CpGs were significantly hypermethylated in AKT-activated cells (Additional file 5: Fig. S5). Taken together with the TET-mediated genome-wide increase in 5hmC, these findings indicate that pluripotency-related genes are upregulated in AKT-activated cells relative to AKT-nonactivated cells by promoting DNA demethylation at cis-regulatory regions.

### Involvement of increased αKG levels in epigenetic reprogramming during iPSC induction

To determine whether the elevated levels of 5hmC in AKT-activated cells were associated with TET activity and pluripotency acquisition, we transduced mutant isocitrate dehydrogenase 1 (IDH1-R132H) together with OSKA to inhibit TET activity. IDH1 functions in the cytosol, and normal IDH1 (IDH1-WT) converts isocitrate into αKG, whereas IDH1-R132H converts αKG into 2-hydroxyglutarate (2HG), which inhibits TET activity [35] (Fig. 4a). We measured cellular αKG and 2HG and genome-wide 5hmC levels at 10 dpi. We also assessed the reprogramming efficiency at 10 and 14 dpi. The level of αKG was not affected by IDH1-WT but was significantly reduced by IDH1-R132H (Fig. 4b). Conversely, the level of 2HG was greatly increased in IDH1-R132H-transduced cells (Fig. 4c). The level of 5hmC was not affected by IDH1-WT but was decreased in IDH1-R132H-transduced cells (Fig. 4d). The reprogramming efficiency assessed by the number of GFP-positive colonies was significantly decreased by IDH1-R132H at both 10 and 14 dpi (Fig. 4e). The number of GFP-positive colonies was decreased by IDH1-WT at 10 dpi but had recovered by 14 dpi, suggesting that IDH1-WT altered the timing, rather than the efficiency, of somatic cell reprogramming (Fig. 4e). These data indicate that elevated levels of 5hmC depend on TET activity and are associated with an increased reprogramming efficiency. In addition, cell reprogramming with activated AKT increases cytosolic αKG during iPSC induction because IDH1-R132H, which functions in the cytosol but not in mitochondria, prevents the increase in the αKG level induced by AKT activation [36] (Fig. 4b). This was confirmed by measuring αKG in the cytosolic fraction without mitochondria (Fig. 2c).

**Fig. 4:**
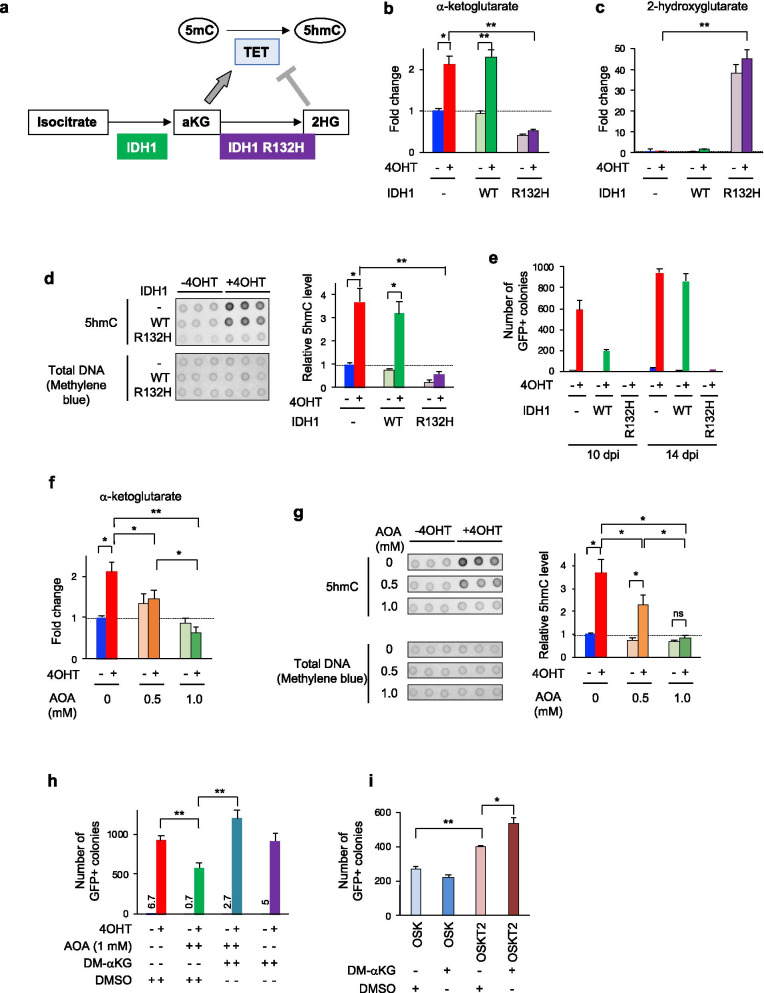
Epigenetic reprogramming promoted by αKG dose-dependent TET activity in AKT-activated cells during reprogramming. **a** A schematic representation of the 5mC-to-5hmC conversion step, including related enzymes (filled shapes) and metabolites (unfilled shapes). αKG is an essential cofactor for TET activity; conversely, 2HG is a TET activity-inhibitory metabolite. **b-e** Requirement of TET-enzymatic activity for an enhanced reprogramming efficiency in AKT-activated cells, as revealed by a decrease in reprogramming resulting from TET inhibition due to 2HG production by IDH1 R132H. Cellular αKG (**b**) and 2HG (**c**) levels in cells undergoing reprogramming induced by OSKA, OSKA + IDH1 and OSKA + IDH1 R132H were quantified by ion chromatography–tandem mass spectrometry at 10 dpi. Genome-wide 5hmC levels were quantified by dot blot analysis (**d**). GFP-positive colonies were counted at 10 and 14 dpi (**e**). **f** and **g** Correlation between αKG levels and genome-wide 5hmC levels at 10 dpi. AOA administration at 3 dpi reduced αKG levels in AKT-activated cells in a dose-dependent manner, as quantified by ion chromatography–tandem mass spectrometry (**f**). Genome-wide 5hmC levels of cells undergoing reprogramming with or without AOA administration at 3 dpi were quantified by dot blot analysis (**g**). **h** Requirement for upregulated αKG production for an enhanced reprogramming efficiency in AKT-activated cells. GFP-positive colonies were counted at 10 dpi. AOA administration at 7 dpi reduced the reprogramming efficiency, but the simultaneous administration of DM-αKG rescued the reprogramming efficiency. **i** Effects of DM-αKG on the reprogramming efficiency with or without TET2CD overexpression. GFP-positive colonies were counted at 14 dpi. The dot blot images shown in Figs. 3 and 4 are from the same membrane as shown in Additional file 5: Fig. S4. Therefore, the ‘total’ in Fig. 3b, ‘IDH1-’ in **d** and ‘AOA-’ in **g** are the same as ‘OSKA’ shown in Additional file 5: Fig. S4

Because TET2 is indispensable for iPSC generation and TET1 or TET2 overexpression during iPSC induction improves the reprogramming efficiency, the elevated expression of *Tet1* and *Tet2* in cells undergoing OSKA + 4OHT-induced reprogramming is potentially involved in the enhanced reprogramming efficiency [13, 37, 38]. Additionally, it is highly possible that the elevated production of αKG is critical for enhanced reprogramming in the OSKA + 4OHT group. To investigate this possibility, we evaluated aminooxyacetic acid (AOA), which is an inhibitor of aminotransferases and decreases cellular αKG levels [10]. AOA administration beginning at 3 dpi prevented the increase in the αKG level in AKT-activated cells (OSKA + 4OHT) in a dose-dependent manner (Fig. 4f). We also found that the increase in 5hmC in the OSKA + 4OHT group was suppressed by AOA administration in a dose-dependent manner (Fig. 4g). Taken together, these data show a strong correlation between αKG levels and genome-wide 5hmC levels. To assess the effect of AOA on the reprogramming efficiency, we administered AOA to cells at 7 dpi because its administration at 3 dpi interfered with cell proliferation. AOA administration significantly decreased the number of GFP-positive colonies at 10 dpi (Fig. 4h). This decrease was rescued by the simultaneous administration of dimethyl-αKG (DM-αKG), a cell membrane-permeable αKG derivative (Fig. 4h). However, DM-αKG administration in AKT-nonactivated cells (OSKA − 4OHT) did not improve the reprogramming efficiency (Fig. 4h), suggesting that an increase in the αKG level in conjunction with the upregulation of TET genes is critical for promoting reprogramming. Therefore, we investigated the effect of DM-αKG in cells undergoing reprogramming with TET2 catalytic domain (TET2CD) overexpression (OSKT2). The OSKT2 group showed a higher reprogramming efficiency than the OSK group at 14 dpi (Fig. 4i). Moreover, DM-αKG administration in the OSKT2 group beginning at 3 dpi significantly improved the reprogramming efficiency (Fig. 4i). Taken together, these results suggest that enhanced 5hmC production and the consequent promotion of somatic cell reprogramming are associated with the synergistic effect of TET overexpression and αKG overproduction in AKT-activated cells.

## Discussion

In this study, we found that glycolysis was enhanced in AKT-activated cells undergoing reprogramming, leading to the accumulation of the downstream TCA cycle metabolite αKG during iPSC induction by OSK. Additionally, while it has been reported that *Tet1* and *Tet2* expression is induced during iPSC induction, we observed higher expression of *Tet1* and *Tet2* in AKT-activated cells than in AKT-nonactivated cells [13, 39]. We speculate that the increases in αKG and TET at least partly account for the genome-wide elevation of 5hmC as well as DNA hypomethylation at ESC super-enhancers, for the following reasons. First, the levels of αKG were correlated with the genome-wide 5hmC levels, suggesting that αKG may play a role in DNA demethylation during somatic cell reprogramming. Second, the inhibition of αKG production abrogated iPSC induction. Furthermore, we showed that simultaneous TET2CD transduction and DM-αKG administration synergistically enhanced the reprogramming efficiency; thus, they partially reproduced the effect of AKT activation on reprogramming.

In addition, these results support the idea that AKT signaling is involved in the enhanced production of TET and αKG. The possible mechanisms of this effect include the following. First, TET overexpression may be induced by introducing Yamanaka factors, as *Tet1* and *Tet2* have super-enhancers with OCT4 binding sites [40], and it has been reported that the AKT-mediated phosphorylation of OCT4, SOX2 and KLF4 upregulates their activity [41, 42]. Second, αKG overproduction involves the AKT-FOXO1 axis [5]. AKT inactivates FOXO1 through direct phosphorylation, which activates glycolysis and mitochondrial function and may result in αKG overproduction [43]. Alternatively, because TET expression was found to be upregulated in cells undergoing reprogramming, these observations might reflect the consequences of an increase in reprogramming mediated by AKT. Further studies are required to reveal the direct and/or indirect linkages among AKT activation, TET expression and αKG production.

Which pathway is responsible for the overproduction of cytosolic αKG is another intriguing question (Fig. 2c). In this study, we used labeled glucose to show that the glucose-derived αKG level was elevated. Glucose-derived αKG accumulates in the cytosol via two pathways: (1) cytosolic citrate transferred from the mitochondria via citrate carrier proteins expressed on the mitochondrial membrane is metabolized to αKG by IDH1, and (2) αKG produced as a TCA cycle intermediate in the mitochondria is transferred to the cytosol via the malate–aspartate shuttle, in which aspartate and αKG are transferred from mitochondria to the cytosol instead of malate and glutamate being transferred from the cytosol to mitochondria. Although it is unknown which of these mechanisms is responsible for the increased level of cytosolic αKG induced in AKT-activated cells, mitochondrial activity is obviously important in both cases. It has been proposed that the balance between glycolysis and mitochondrial activity (e.g., OXPHOS burst) is critical for somatic cell reprogramming [7]. However, the role of mitochondria in cell reprogramming remains unclear [44]. Our findings suggest that mitochondrial activity is important for αKG production because the metabolites of the initial steps of the TCA cycle, especially citrate, were observed to be increased in AKT-activated cells. As the next step, it will be important to elucidate the mechanisms whereby AKT enhances αKG production during reprogramming.

On the other hand, the impact of activated AKT on the reprogramming efficiency is greater than that of the synergistic effect of TET2CD and DM-αKG, indicating that another effect of AKT activation on epigenetic regulation is involved in reprogramming enhancement. It has been proposed that cells with an accelerated cell cycle are dominantly reprogrammed [30]. In this study, we revealed an accelerated G1–S transition. The metabolic shift toward anabolic processes facilitates this phenomenon by providing the cellular building blocks necessary for cell division (i.e., nucleotides for DNA synthesis and phospholipids as a component of the plasma membrane). Moreover, AKT suppresses Chk1, p21 and p27, which are negative regulators of the cell cycle via phosphorylation, and phosphorylates Mdm2 to repress p53 [1]. Through RNA-seq followed by pathway analysis, we also found that MET is promoted in AKT-activated cells, which is associated with the improvement of the reprogramming efficiency by AKT [31]. Several other roles of AKT in cellular reprogramming and pluripotency, including apoptosis inhibition and the respiratory shift mediated by activated AKT in mitochondria, have also been proposed[45, 46]. Altogether, our results showing the role of AKT in epigenetic reprogramming associated with metabolic remodeling add new insight into the wide-ranging roles of AKT signaling in cellular reprogramming.

## Conclusion

In summary, we performed a multiomics analysis to observe the effects of AKT activation on somatic cell reprogramming. These findings may provide novel insights into the dynamic link between AKT signaling and epigenetic regulation mediated by metabolic remodeling in pluripotency acquisition.

## Supplementary Information

**Additional file 1: Data 1 :** Metabolome data for OSKA − 4OHT and OSKA + 4OHT at 10 dpi.

**Additional file 2: ** Auto ma ted shell scr ipt used for quantification of DNA methylation.

**Additional file 3**: Automated shell script used for quantification of DNA methylation for Linux.

**Additional file 4**: Read me for automated shell script used for quantification of DNA m ethylation.

**Additional file 5**: Supplementary Methods, References, Tables and Figures.

## Data Availability

The datasets used and/or analyzed during the current study are available from public databases (see Methods), supplementary information and the corresponding author on reasonable request.

## Abbreviations

PI3K: Phsophoinositide-3 kinase
iPSCs: Induced pluripotent stem cells
PGCs: Primordial germ cells
MEFs: Mouse embryonic fibroblasts
EGFP: Enhanced green fluorescent protein
OE-MEFs: Mouse embryonic fibroblasts carrying *Oct4-EGFP* transgene
dpi: Days postinfection
FACS: Fluorescent activated cell sorting
αKG: α-Ketoglutarate
DM-αKG: Dimethyl-α-ketoglutarate
5mC: 5-Methylcytosine
5hmC: 5-Hydoxymethylcytosine
5fC: 5-Formylcytosine
5caC: 5-Carboxylcytosine
4OHT: 4-Hydroxytamoxyfen
OSK: OCT4, SOX2 and KLF4
AKT-MER: Fusion protein of myristoylated AKT and modified estrogen receptor
OSKA: OCT4, SOX2, KLF4 and AKT-MER
TET2CD: TET2-catalytic domain
OSKT2: OCT4, SOX2, KLF4 and TET2-catalytic domain
IDH1: Isocitrate dehydrogenase 1
2HG: 2-Hydroxyglutarate
AOA: Aminooxyacetic acid

## References

[1] Manning BD, Toker A (2017). AKT/PKB signaling: navigating the network. Cell.

[2] Sekita Y, Nakamura T, Kimura T (2016). Reprogramming of germ cells into pluripotency. World J Stem Cells.

[3] Kimura T, Suzuki A, Fujita Y, Yomogida K, Lomeli H, Asada N (2003). Conditional loss of PTEN leads to testicular teratoma and enhances embryonic germ cell production. Development.

[4] Kimura T, Tomooka M, Yamano N, Murayama K, Matoba S, Umehara H (2008). AKT signaling promotes derivation of embryonic germ cells from primordial germ cells. Development.

[5] Yu Y, Liang D, Tian Q, Chen X, Jiang B, Chou B (2014). Stimulation of somatic cell reprogramming by ERas-Akt-FoxO1 signaling axis. Stem Cells.

[6] Folmes CDL, Nelson TJ, Martinez-Fernandez A, Arrell DK, Lindor JZ, Dzeja PP (2011). Somatic oxidative bioenergetics transitions into pluripotency-dependent glycolysis to facilitate nuclear reprogramming. Cell Metab.

[7] Kida YS, Kawamura T, Wei Z, Sogo T, Jacinto S, Shigeno A (2015). ERRs mediate a metabolic switch required for somatic cell reprogramming to pluripotency. Cell Stem Cell.

[8] Miyazawa H, Aulehla A. Revisiting the role of metabolism during development. Development. 2018;145:dev131110. 10.1242/dev.13111010.1242/dev.13111030275240

[9] Tischler J, Gruhn WH, Reid J, Allgeyer E, Buettner F, Marr C, et al. Metabolic regulation of pluripotency and germ cell fate through α‐ketoglutarate. EMBO J. 2019;38:e99518.10.15252/embj.20189951810.15252/embj.201899518PMC631528930257965

[10] TeSlaa T, Chaikovsky AC, Lipchina I, Escobar SL, Hochedlinger K, Huang J, et al. α-Ketoglutarate accelerates the initial differentiation of primed human pluripotent stem cells. Cell Metab. 2016;24:485–93. 10.1016/j.cmet.2016.07.00210.1016/j.cmet.2016.07.002PMC502350627476976

[11] Tohyama S, Fujita J, Hishiki T, Matsuura T, Hattori F, Ohno R (2016). Glutamine oxidation is indispensable for survival of human pluripotent stem cells graphical. Cell Metab.

[12] Milagre I, Stubbs TM, King MR, Spindel J, Santos F, Krueger F (2017). Gender differences in global but not targeted demethylation in iPSC reprogramming. Cell Rep.

[13] Doege CA, Inoue K, Yamashita T, Rhee DB, Travis S, Fujita R (2012). Early-stage epigenetic modification during somatic cell reprogramming by Parp1 and Tet2. Nature.

[14] Schwarz BA, Cetinbas M, Clement K, Walsh RM, Cheloufi S, Gu H (2018). Prospective isolation of poised iPSC intermediates reveals principles of cellular reprogramming. Cell Stem Cell.

[15] Sardina JL, Collombet S, Tian TV, Gómez A, Di Stefano B, Berenguer C (2018). Transcription factors drive Tet2-mediated enhancer demethylation to reprogram cell fate. Cell Stem Cell.

[16] Yeom YI, Fuhrmann G, Ovitt CE, Brehm A, Ohbo K, Gross M (1996). Germline regulatory element of Oct-4 specific for the totipotent cycle of embryonal cells. Development.

[17] Yoshimizu T, Sugiyama N, De Felice M, Yeom Y, Ohbo K, Masuko K (1999). Germline-specific expression of the Oct-4/green fluorescent protein (GFP) transgene in mice. Dev Growth Differ.

[18] Watanabe S, Umehara H, Murayama K, Okabe M, Kimura T, Nakano T (2006). Activation of Akt signaling is sufficient to maintain pluripotency in mouse and primate embryonic stem cells. Oncogene.

[19] Murayama K, Kimura T, Tarutani M, Tomooka M, Hayashi R, Okabe M (2007). Akt activation induces epidermal hyperplasia and proliferation of epidermal progenitors. Oncogene.

[20] Takahashi K, Yamanaka S (2006). Induction of pluripotent stem cells from mouse embryonic and adult fibroblast cultures by defined factors. Cell.

[21] Suzuki S, Kodera Y, Saito T, Fujimoto K, Momozono A, Hayashi A (2016). Methionine sulfoxides in serum proteins as potential clinical biomarkers of oxidative stress. Sci Rep.

[22] Clayton DA, Shadel GS (2014). Isolation of mitochondria from tissue culture cells. Cold Spring Harb Protoc.

[23] Miyajima M, Zhang B, Sugiura Y, Sonomura K, Guerrini MM, Tsutsui Y (2017). Metabolic shift induced by systemic activation of T cells in PD-1-deficient mice perturbs brain monoamines and emotional behavior. Nat Immunol.

[24] Patro R, Duggal G, Love MI, Irizarry RA, Kingsford C (2017). Salmon provides fast and bias-aware quantification of transcript expression. Nat Methods.

[25] Sekita Y, Wagatsuma H, Nakamura K, Ono R, Kagami M, Wakisaka N (2008). Role of retrotransposon-derived imprinted gene, Rtl1, in the feto-maternal interface of mouse placenta. Nat Genet.

[26] Kawasaki Y, Kuroda Y, Suetake I, Tajima S, Ishino F, Kohda T. A Novel method for the simultaneous identification of methylcytosine and hydroxymethylcytosine at a single base resolution. Nucl Acids Res. 2017;45:e24.10.1093/nar/gkw994PMC538947928204635

[27] Kumaki Y, Oda M, Okano M (2008). QUMA: quantification tool for methylation analysis. Nucl Acids Res.

[28] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[29] Hanna J, Saha K, Pando B, Van Zon J, Lengner CJ, Creyghton MP (2009). Direct cell reprogramming is a stochastic process amenable to acceleration. Nature.

[30] Guo S, Zi X, Schulz VP, Cheng J, Zhong M, Koochaki SHJ (2014). Nonstochastic reprogramming from a privileged somatic cell state. Cell.

[31] Li R, Liang J, Ni S, Zhou T, Qing X, Li H (2010). A mesenchymal-to-Epithelial transition initiates and is required for the nuclear reprogramming of mouse fibroblasts. Cell Stem Cell.

[32] Blinka S, Reimer MH, Pulakanti K, Rao S (2016). Super-enhancers at the nanog locus differentially regulate neighboring pluripotency-associated genes. Cell Rep.

[33] Zhang S, Deng T, Tang W, He B, Furusawa T, Ambs S (2019). Epigenetic regulation of REX1 expression and chromatin binding specificity by HMGNs. Nucl Acids Res.

[34] Suzuki HI, Young RA, Sharp PA (2017). Super-enhancer-mediated RNA processing revealed by integrative MicroRNA network analysis. Cell.

[35] Xu W, Yang H, Liu Y, Yang Y, Wang P, Kim SH (2011). Oncometabolite 2-hydroxyglutarate is a competitive inhibitor of α-ketoglutarate-dependent dioxygenases. Cancer Cell.

[36] Lewis CA, Parker SJ, Fiske BP, McCloskey D, Gui DY, Green CR (2014). Tracing compartmentalized NADPH metabolism in the cytosol and mitochondria of mammalian cells. Mol Cell.

[37] Gao Y, Chen J, Li K, Wu T, Huang B, Liu W (2013). Replacement of Oct4 by Tet1 during iPSC induction reveals an important role of DNA methylation and hydroxymethylation in reprogramming. Cell Stem Cell.

[38] Di Stefano B, Luis Sardina J, van Oevelen C, Collombet S, Kallin EM, Vicent GP (2014). C/EBPα poises B cells for rapid reprogramming into induced pluripotent stem cells. Nature.

[39] Polo JM, Anderssen E, Walsh RM, Schwarz BA, Nefzger CM, Lim SM (2012). A molecular roadmap of reprogramming somatic cells into iPS cells. Cell.

[40] Sohni A, Bartoccetti M, Khoueiry R, Spans L, Vande Velde J, De Troyer L (2015). Dynamic switching of active promoter and enhancer domains regulates Tet1 and Tet2 expression during cell state transitions between pluripotency and differentiation. Mol Cell Biol.

[41] Lin Y, Yang Y, Li W, Chen Q, Li J, Pan X (2012). Reciprocal regulation of Akt and Oct4 promotes the self-renewal and survival of embryonal carcinoma cells. Mol Cell.

[42] Malak PN, Dannenmann B, Hirth A, Rothfuss OC, Schulze-Osthoff K (2015). Novel AKT phosphorylation sites identified in the pluripotency factors OCT4, SOX2 and KLF4. Cell Cycle.

[43] Wilhelm K, Happel K, Eelen G, Schoors S, Oellerich MF, Lim R (2016). FOXO1 couples metabolic activity and growth state in the vascular endothelium. Nature.

[44] Sone M, Morone N, Nakamura T, Tanaka A, Okita K, Woltjen K (2017). Hybrid cellular metabolism coordinated by Zic3 and Esrrb synergistically enhances induction of naive pluripotency. Cell Metab.

[45] Chen YH, Su CC, Deng W, Lock LF, Donovan PJ, Kayala MA (2019). Mitochondrial Akt signaling modulated reprogramming of somatic cells. Sci Rep.

[46] Hossini AM, Quast AS, Plötz M, Grauel K, Exner T, Küchler J (2016). PI3K/AKT signaling pathway is essential for survival of induced pluripotent stem cells. PLoS ONE.

[47] Oki S, Ohta T, Shioi G, Hatanaka H, Ogasawara O, Okuda Y, et al. ChIP‐Atlas: a data‐mining suite powered by full integration of public ChIP‐seq data. EMBO Rep. 2018;19:e462455.10.15252/embr.201846255PMC628064530413482

# Supplementary material for: AKT signaling is associated with epigenetic reprogramming via the upregulation of TET and its cofactor, alpha-ketoglutarate during iPSC generation
**Source:** Stem Cell Res Ther. 2021 Sep 25;12:510. doi: 10.1186/s13287-021-02578-1
**Supplement:** Supplementary file 5 — Additional file 5: Supplementary Methods, References, Tables and Figures.

**Supplementary methods**

**Detailed proteomic analysis.** Proteins were extracted by adding 50 µL of PTS solution (12 mM SDC, 12 mM SLS, 200 mM TEAB) to cell pellets, followed by mixing by tapping. Next, the mixture was sonicated using a Bioruptor sonicator (BM Equipment) at high power, with cycles of 30 s on/30 s off for 30 min in ice-cold water. The mixture was then centrifuged at 19,000 × *g* for 15 min at 4 °C. The supernatant was collected, and the protein concentration was measured using a NanoDrop spectrophotometer. The solution was diluted with PTS solution to 1 µg/µL protein, and 20 µL of the solution was used for further treatment. Proteins were reduced and alkylated as follows: 2 µL TCEP (200 mM, reducing agent) was added, followed by incubation at 50 °C for 30 min; next, 2 µL IAA (375 mM, alkylating agent) was added, followed by incubation at room temperature for 30 min; finally, 2 µL L-cysteine (400 mM, IAA absorbance) was added, followed by incubation at room temperature for 10 min in a dark box. Then, 26 µL of the resulting reduced/alkylated sample was digested by adding 2 µL trypsin (100 ng/µL) and 2 µL Lys-C endopeptidase (100 ng/µL), followed by incubation at 37 °C overnight. The reaction was stopped by placing the tube on ice for 10 min. Surfactants were removed from the solution by adding 30 µL of 5% acetonitrile and 15 µL of 5% trifluoroacetic acid, vortexing the mixture, and centrifuging it at 19,000 × *g* for 15 min at 4 °C. The supernatant was collected, desalted, and concentrated by passing through a STAGE tip treated with methanol and 70% acetonitrile/0.1% trifluoroacetic acid. The sample was placed in the pretreated STAGE tip and centrifuged at 1,000 × *g* for 5 min. Next, the STAGE tip was washed with 0.1% trifluoroacetic acid, and the peptides were eluted with 80 µL 50% acetonitrile/0.1% trifluoroacetic acid. The sample was freeze-dried for 1 h, and the pellet was resuspended in 20 µL 3% acetonitrile/0.1% formic acid by mixing for 30 min. Finally, the mixture was centrifuged at 19,000 × *g* for 15 min at 4 °C. The supernatant was analyzed by LC–MS/MS as follows.

Tryptic digests were injected into a C_18_ 0.075 × 120 mm analytical column (Nano HPLC Capillary Column; Nikkyo Technos) configured for an EASY-nLC 1000 HPLC system (Thermo Fisher Scientific). The flow rate of the mobile phase was 300 nL/min; mobile phase A consisted of 0.1% formic acid (FA), and mobile phase B consisted of 0.1% FA/90% acetonitrile. The mobile phase gradient was programmed as follows: 5–25% B (0–120 min), 25–45% B (120–150 min), 45–95% B (150–153 min), and 95% B (153–160 min). The separated peptides were introduced from the HPLC to a Q-Exactive system (Thermo Fisher Scientific) operating in data-dependent mode to automatically switch between full-scan MS and MS/MS acquisition. Full-scan MS spectra (m/z 350–1,000) were acquired in an Orbitrap instrument with a mass resolution of 70,000 at m/z 200 after the accumulation of ions to a 1 × 10^6^ target value. Fractions representing the 12 most intense full-scan peaks with charge states of 2–4 were selected using an isolation window of 2.4 Da and fragmented in the high-energy collisional dissociation cell at a normalized collision energy of 27%. MS/MS spectra were acquired by an Orbitrap mass analyzer with a mass resolution of 17,500 at m/z 200 after the accumulation of ions to a 2 × 10^5^ target value. The ion selection threshold was 4 × 10^4^ counts, and the maximum allowable ion accumulation times were 120 ms for full MS scans and 300 ms for MS/MS spectra. Typical mass spectrometric conditions were as follows: spray voltage 2 kV, no sheath or auxiliary gas flow and dynamic exclusion time of 20 s.

Database searches were performed using the SEQUEST algorithm incorporated into Proteome Discoverer 1.4.0.288 software (Thermo Fisher Scientific). The detected number of peptide spectrum matches (PSMs) for each protein was normalized to the median, and the average of three independent samples was obtained for each experimental group. Keratins were ignored. To avoid over- and underestimation, we classified proteins into three categories: category 1, the change in the protein level was certain; category 2, the change in the protein level was somewhat certain; and category 3, the change in the protein level was not certain. The criteria for each category are as follows.

**Category 1**:

*Proteins upregulated in AKT-activated cells relative to nonactivated cells*. To avoid overestimation, the ratio of the PSM in AKT-activated cells to that in nonactivated cells was ≥ 1.2, the *p* value (Student’s t-test) was < 0.05, and the difference in the average number of PSMs was ≥ 2. To avoid underestimation, the ratio of the PSM in AKT-activated cells to that in nonactivated cells was > 5, and the *p* value (Student’s t-test) was < 0.2.

*Proteins downregulated in AKT-activated cells relative to nonactivated cells*. To avoid overestimation, the ratio of the PSM in nonactivated cells to that in AKT-activated cells was ≥ 1.2, the *p* value (Student’s t-test) was < 0.05, and the difference in the average number of counted spectra was ≥ 2. To avoid underestimation, the ratio of the PSM in nonactivated cells to that in AKT-activated cells was > 5, and the *p* value (Student’s t-test) was < 0.2.

**Category 2**: To avoid overestimation, the *p* value (Student’s t-test) was ≤ 0.01, and the difference in the average PSM was ≤ 2.

**Category 3**: Not classified into either category 1 or 2.

**Details of ion chromatography–tandem mass spectrometry for anionic metabolites.** The plates were removed from the deep freezer and placed on dry ice to prevent thawing. Next, 250 µL of methanol containing 30 µM L-methionine sulfone and 30 µM MES was added to each well. Cells were scraped from the wells and collected in tubes. Then, 125 µL ultrapure water and 400 µL chloroform were added, and the tube was centrifuged at 10,000 × *g* for 15 min at 4 °C. The aqueous phase was subjected to centrifugal filtration through a 5-kDa cutoff filter (Millipore) to remove proteins. The remaining aqueous solution and chloroform layer were evaporated by heating to quantify proteins for normalization, as described below. The solvent (water) was evaporated using a Speed Vac concentrator at 4 °C, followed by the resuspension of the pellet in 30 µL ultrapure water.

For cytosolic fractionation to remove mitochondria from cell lysates, we followed the standard protocol with some modifications[1]. All steps were performed on ice or at 4 °C. Briefly, cells were scraped from three wells of a 6-well plate with 500 µL RSB hypobuffer after PBS washing and transferred to a 1-mL Dounce homogenizer. After allowing the cells to swell for 5–10 min, they were ruptured using a tight-fitting pestle via 5 cycles of 10 strokes each followed by being left to stand for 3 min. The homogenate (500 µL) was transferred to a 1.5-mL centrifuge tube containing 333 µL of 2.5 × MS homogenization buffer. The homogenizer was rinsed with 100 µL of 1× MS homogenization buffer, and the buffer was added to the homogenate (approximately 900 µL in total). For western blotting of markers to confirm fractionation, 100 µL of the homogenate was retained in a new tube as the whole-cell lysate. Nuclei, unbroken cells, and debris were excluded from the lysate by repeating the following steps three times: homogenate centrifugation at 700 × *g* for 5 min and supernatant collection in a new tube. Finally, to remove mitochondria, the lysate was centrifuged at 8000 × *g* for 15 min. The supernatant was collected in a new tube as the cytosolic fraction. To confirm the success of fractionation, the cytoplasmic fraction and the whole-cell lysate were analyzed by western blotting with antibodies against Hsp60 (mitochondrial marker, diluted to 1:1,000) (Cell Signaling) and α-tubulin (cytosolic marker, diluted to 1;1,000) (Cell Signaling). The cytosolic fraction was snap-frozen in liquid nitrogen and stored at -80 °C until metabolome analysis.

For metabolome analysis focused on the central glucose metabolism pathways (glycolysis, the TCA cycle, and the pentose phosphate pathway), anionic metabolites were measured using an orbitrap-type mass spectrometer (Q-Exactive focus, Thermo Fisher Scientific) connected to a high-performance ion chromatography (IC) system (ICS-5000+, Thermo Fisher Scientific), which enabled us to perform highly selective and sensitive metabolite quantification based on the IC separation and Fourier transfer MS principle [2]. The IC was equipped with an anion electrolytic suppressor (Dionex AERS 500, Thermo Fisher Scientific) to convert the potassium hydroxide gradient into pure water before the sample was introduced to the mass spectrometer. Separation was performed using a Thermo Scientific Dionex IonPac AS11-HC, 4-μm particle-size column. The IC flow rate was 0.25 mL/min, which was supplemented post-column with a 0.18 mL/min makeup flow of MeOH. The potassium hydroxide gradient conditions for IC separation were as follows: 1 mM to 100 mM (0–40 min), 100 mM (40–50 min), and 1 mM (50–60 min), with a column temperature of 30 °C. The Q-Exactive focus mass spectrometer was operated in ESI negative mode for all detections. Full mass scanning (m/z 70−900) was performed at a resolution of 70,000. The automatic gain control target was set at 3 × 10^6^ ions, and the maximum ion injection time was 100 ms. Source ionization parameters were optimized with the spray voltage at 3 kV and other parameters as follows: transfer temperature at 320 °C, S-lens level at 50, heater temperature at 300 °C, sheath gas at 36, and Aux gas at 10. The obtained relative abundances of the metabolites were normalized with the internal standard compound (see ref 38 for detail), and proteins were measured via the BCA assay.

**Details of bisulfite sequencing.** DNA was denatured in 300 mM NaOH at 37 °C for 15 min, treated with bisulfite solution (1.8 M sodium disulfite, 88.3 mM hydroquinone, 212 mM NaOH, 18.5% tetrahydrofurfuryl alcohol) at 50 °C for 4 hr, mixed with binding solution (3.7 M guanidine thiocyanate, 7.9 mM Tris-HCl pH 8.0, 7.9 mM EDTA, 15.8% Triton X-100) and then transferred to a ZymoSpin IC column (Zymo Research). The column was centrifuged at 12,000 × *g* for 1 min and washed with 100 µL wash buffer (20 mM Tris-HCl, pH 8.0, 1 mM EDTA, and 70% ethanol). The desulfonate reaction was performed by adding 200 µL desulfonated buffer (200 mM NaOH and 80% ethanol) to the column and leaving it to stand for 15 min. The column was centrifuged at 12,000 × *g* for 1 min and washed with 200 µL wash buffer twice. Finally, DNA was eluted with 50 µL TE buffer.

Bisulfite-treated DNA was amplified by PCR as described previously with some modifications[3]. PCR was performed with KOD-Multi & Epi- (Toyobo) using specific primers and an Illumina sequence adaptor for 35 cycles. Then, the PCR products were cleaned with NucleoMag NGS Clean-up and Size Select (Takara), and the sequencing adaptor was added to the resulting PCR products via five cycles of PCR using the Nextra XT index kit (Illumina). The 2^nd^ PCR products were cleaned up with NucleoMag NGS Clean-up and Size Select (Takara) and sequenced with an Illumina MiSeq system using the MiSeq Reagent Nano Kit v2 (500 Cycles) (Illumina). The sequence reads were analyzed for methylation quantification by using the Quma methylation analysis tool (http://quma.cdb.riken.jp) with an automated shell script[4]. The sequence depth for each sample was >200 reads. The automated shell scripts and their related read me text are available in Additional files 2, 3, and 4. See Supplementary Table S2 for the primers.

**Supplementary references**

1. Clayton DA, Shadel GS. Isolation of mitochondria from tissue culture cells. Cold Spring Harb Protoc. 2014;2014:1109–11.
2. Miyajima M, Zhang B, Sugiura Y, Sonomura K, Guerrini MM, Tsutsui Y, et al. Metabolic shift induced by systemic activation of T cells in PD-1-deficient mice perturbs brain monoamines and emotional behavior. Nat Immunol. 2017;18:1342–52.
3. Kawasaki Y, Kuroda Y, Suetake I, Tajima S, Ishino F, Kohda T. A Novel method for the simultaneous identification of methylcytosine and hydroxymethylcytosine at a single base resolution. Nucl Acids Res. 2017;45:e24.
4. Kumaki Y, Oda M, Okano M. QUMA: quantification tool for methylation analysis. Nucl Acids Res. 2008;36:170–5.

**Supplementary tables**

**Supplementary Table S1:** The primers used for qRT–PCR.

| Target gene |  | Sequence (5'--3') |
| --- | --- | --- |
| *pri-miR290-295* | Forward | ACCTGGCTCCTAGCCACAAACA |
|  | Reverse | GGGCTATTGTAAAGCCCAAAAGGTA |
| *Arbp* | Forward | CAAAGCTGAAGCAAAGGAAGAG |
|  | Reverse | ATTAAGCAGGCTGACTTGGTTG |

**Supplementary Table S2:** The primers used for bisulfite-PCR

| Target region | Site |  | Sequence (5'--3') |
| --- | --- | --- | --- |
| *Nanog*-SE1 | 1 | Forward | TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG TTAAGAAATAGTGTGGGTATAATGGG |
|  |  | Reverse | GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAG CTCCCTTTCCACATATTAAAAC |
| *Nanog*-SE1 | 2 | Forward | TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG GAGTTGTTATAAGAAGGTTGGT |
|  |  | Reverse | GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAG ACTATAAATAAAAACAATTAAAACCTCCTA |
| *Nanog*-SE1 | 3 | Forward | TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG TTATATAGATGGGTGATTGGG |
|  |  | Reverse | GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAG AACTTTATAACCACTTTAAAACCCC |
| *Nanog*-SE2 | 4 | Forward | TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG GAGGGATTTGGTTTTAGGAAG |
|  |  | Reverse | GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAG AAAAAACTAAAATTAAAAACTTTATACTAC |
| *Nanog*-SE2 | 5 | Forward | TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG AGTTAGGGTATAGAGAAATTTTG |
|  |  | Reverse | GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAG AAATACCTTAAACCTAATTAAAACTAAC |
| *Nanog*-SE2 | 6 | Forward | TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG GAATGGGGAGATAAGAGTTATTATAG |
|  |  | Reverse | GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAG AACTTTAAACTCCCAAAAATCCC |
| *Nanog*-P | 7 | Forward | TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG ATAAATAGAGATTTTGGTAGTAAGG |
|  |  | Reverse | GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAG ACCAAATCAACCTATCTAAAAACC |
| *Zfp42*-P | 8 | Forward | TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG GTAGGTTGGAATGTTTAATGAGAAG |
|  |  | Reverse | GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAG ACTAAAATATAACTAAATCTCAAAACC |
|  |  | Reverse | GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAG TTTACTAAAAACTACCAAATTACTAC |
| *Zfp42*-E1 | 10 | Forward | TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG GTTTAAGTATAGGGGTTAGAGGG |
|  |  | Reverse | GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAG CACATTTATAAAATCAAAAATCCCC |
| *Zfp42*-SE2 | 11 | Forward | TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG GGGTGGTAGTTTATAAGATTAGG |
|  |  | Reverse | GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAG TTAAATAACCTAAAAACTCTCAAAAACAC |
| *Zfp42*-SE2 | 12 | Forward | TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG ATTTAGAATTAAGTTAAAAGGTAG |
|  |  | Reverse | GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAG AAATAAAACCAACCAATATCAC |
| *pri-miR290-295* | 13 | Forward | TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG GATAGGATGTAGTTTTAGAAGGG |
| -SE1 |  | Reverse | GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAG AAATTCTAAAATCCAAAACTCCC |
| *pri-miR290-295* | 14 | Forward | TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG GGTAAAAGAGAGGTAAGAGTAAAATTTATG |
| -SE1 |  | Reverse | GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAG TTATCAAAACAATAACCATCTTTAC |
| *pri-miR290-295* | 15 | Forward | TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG TTTTATTGAAAATAATGAGGGG |
| -SE2 |  | Reverse | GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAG CACACAAAAACTTTAAACAAATAAAATTC |

**Supplementary figures**

**Supplementary Figure S1: Effect of 4-Hydroxytamoxifen (4OHT) on Gene Expression**

Gene expression profiles in cells undergoing reprogramming (OSK − 4OHT, OSK + 4OHT, OSKA − 4OHT, OSKA + 4OHT) were analyzed by microarray analysis at 8 dpi and compared. The expression patterns of OSK − 4OHT and OSK + 4OHT were well correlated, showing limited effects of 4OHT administration on gene expression.

**Supplementary Figure S2: Relative levels of metabolites related to glycolysis, the pentose phosphate pathway, and nucleotide biosynthesis as quantified by ion chromatography–tandem mass spectrometry (n=3).**

(a and b) Fold changes in metabolites involved in glycolysis (a) and the pentose-phosphate pathway (b). For GAPDH and DHAP or 3PG and 2PG in glycolysis, the sum of each pair of molecules is shown, as they have the same molecular weight and are not distinguishable using this method. The enzymes responsible for each reaction are shown alongside the arrows; the colored backgrounds of the enzymes correspond to the heat map shown on the right.

(c) A schematic representation of the nucleotide biosynthesis pathway.

(d) The levels of metabolites related to nucleotides.

Metabolites in AKT-nonactivated cells (− 4OHT, blue bars) were set to 1 (n=3). * p<0.05; ** p<0.01; *** p<0.001 by the unpaired Student’s t-test.

**Supplementary Figure S3: Differentially expressed proteins between the OSKA − 4OHT and OSKA + 4OHT groups at 10 dpi revealed by LC–MS/MS proteomic analysis.**

The spectral counting method, performed using biological triplicate samples, detected approximately 3900 proteins. Among these proteins, 234 were upregulated and 191 were downregulated in the OSKA + 4OHT group relative to the OSKA − 4OHT group (fold change > 1.4, n=3, see Methods for the details on the assessment of significance).

(a) The DAVID functional annotation tool applied with the KEGG pathway dataset showed that 20 and 16 biological processes were significantly associated with the upregulated and downregulated proteins, respectively. Among the 20 upregulated pathways, 11 were related to metabolic processes (dots to the right of the bars).

(b) Heat maps showing expression differences in proteins related to glycolysis, the pentose phosphate pathway, fatty acid metabolism, amino acid biosynthesis, and carbon metabolism between OSKA − 4OHT and OSKA + 4OHT cells.

**Supplementary Figure S4: Whole-membrane images from the dot blot analysis of 5hmC shown in Figures 3 and 4**

The membrane was stained with methylene blue (lower image) to assess the DNA levels after 5hmC immunoblotting (upper image).

**Supplementary Figure S5: DNA methylation profiles in cis-regulatory regions of pluripotency-related genes (*Nanog*, *Zfp42* and *pri-miR290-295*) at a single-CpG resolution assessed by bisulfite PCR followed by deep sequencing.**

The results are presented as the average percentage of methylation ± S.D. for each CpG site. SE; super-enhancer, E; enhancer, P; promoter. Asterisks indicate statistically significant differences between OSKA − 4OHT and OSKA + 4OHT. *; p<0.05, **; p<0.01, ***; p<0.001.

**Supplementary Figure S6: Whole-membrane images from the western blot analysis of TET2 (the upper image) and β-ACTIN (the lower image) shown in Fig. 3a.**

How the deposited data were processed for this re-analysis (not part of the article)

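The RNA-seq experiment compared 3 wells of the OSKA + 4OHT group with 3 wells of the OSKA − 4OHT group at 10 dpi, 6 libraries in all. The other experiments of the study were not analysed here.

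Trim Galore and Salmon were used by the authors to trim the reads and to quantify them against the mouse transcriptome, and the deposited values are TPM per gene and well, scaled so that each well adds up to 1000000. The paper's text does not name the annotation release or the versions. Beside the TPM values, the authors deposited a log2 fold change and a log2 average level per gene, a score (the F statistic of edgeR) and a p-value, which is not adjusted. These columns were read as the authors' own comparison and used only to set their values beside those computed here. Gene symbols and positions were taken from GENCODE M21 on GRCm38, matched by Ensembl identifier, which need not be the release the authors used.

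The design, the gene lists, the rule for the named genes and the alternatives not named as added were set before the data were examined. The design assumed estimated counts and a count model. The values proved to be TPM without depth, so the fallback written in that design was used: limma-trend on log2(TPM + 0.5) in limma 3.58.1 and R 4.3.3, with Benjamini-Hochberg adjustment and no block. The filter of a mean of at least 1 TPM, the minimum of 3 tested genes per list and the alternatives named as added in the closing section were chosen after the data had been opened. A gene was called at an adjusted p-value under 0.05 and an absolute log2 fold change above 1. On simulated data with 200 genes changed among 14076, each by 2 log2 units, the test recovered 38% of the changed genes. It made 2 false calls, and 0 calls when nothing was changed. The spreads of the genes were shuffled in the simulation, which lost their relation to level, so 38% need not hold for the data. A gene that was not called is therefore not shown to be unchanged.

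The genes named in the text were chosen by a rule. They are the genes the paper names as a gene or protein (AKT was taken as *Akt1*), *Tet3*, which the rule lists for the TET family although the paper does not name it, the 5 genes with the largest called change in each direction whose groups did not overlap, and the genes with the largest rise and fall among those of each gene list with an adjusted p-value under 0.05. Genes outside this rule are marked where they appear. A result for a gene under this rule is not reported here. Of the 454 genes of the 27 lists, 452 were matched and 414 tested. The lists are not the KEGG sets. Those for processes or genes that the paper reports from these libraries are not independent of the data. The lists were tested with camera, with fry and camera with an estimated correlation as alternatives. Camera compares a list with the other genes, and fry compares it with no change.

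The depth is approximate. It was read from the steps of TPM times the transcript length less an assumed fragment length of 250 bases, over genes with a single transcript longer than 600 bases, with Python 3.11.15 and pandas 2.3.3. On simulated data with 17139 genes the size of a step was found with an error of at most 4.30%. With a fragment length of 150 or 350 bases, the relative depth of the shallowest library was 0.458 or 0.497. Values at or under about 3 reads were treated as a limit, and a fold against them is given as a lower bound. For counts of genes at this limit and for the bounds in lists, the longest annotated transcript of each gene was used, so these bounds are approximate. For *Nanog* and *Zfp42* the shortest was used, which gives the smaller bound. Similar transcripts were searched for with BLAST 2.17.0.

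The alternatives were no filter on low genes, another pseudocount, the replicate number as a block, leaving out each well in turn, and the other list tests. Added ones were further pseudocounts, a stricter filter, other scalings and other variance models. A filter on counts, DESeq2 and the other tests of edgeR were not run, since they need counts. The library size without further scaling factors is already the scaling of TPM.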

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

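These results concern genes the paper does not discuss. The test on the genes around *Nanog* was chosen only after the result was seen, and the test on the cholesterol list before.

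The cholesterol synthesis genes were lower as a list in the OSKA + 4OHT group. Their median log2 fold change was -0.39, or -0.54 relative to all genes, with 20 of 24 genes lower and an adjusted p of 1.35e-06 from camera with Benjamini-Hochberg adjustment. The adjusted p was 0.0233 in fry and 0.156 with the estimated correlation, so the call depends on the list test. In the 6 fits that each left out one well the relative value stayed between -0.63 and -0.48, and under the other settings between -0.55 and -0.49. Only 2 genes had an adjusted p-value under 0.05 over all genes, and 7 adjusted over the list alone. *Msmo1* fell from 202.0 ± 24.1 to 118.5 ± 0.572 TPM (SD, n = 3 each; log2 fold change -0.76, adjusted p = 0.0263 from limma-trend with Benjamini-Hochberg adjustment), but was above 0.05 in each of the 6 fits that left out a well, from 0.0587 to 0.0973. A rise of these genes relative to other genes, which an activated SREBP pathway under AKT or under 4OHT itself would give, is argued against by the median of -0.39, or -0.54 relative to all genes. A single factor for each library cancels out of the relative value, so the trimmed mean of log ratios and the rescaling to protein-coding genes test nothing here, and whether the scaling moved the median of -0.39 itself stays open. By quantile normalization, which moves genes by their level, the relative value was -0.49. GC content and length were not tested. The paper compared OSK cells with and without 4OHT by microarray at an earlier day, and reports that 4OHT had limited effects on gene expression. Those arrays were not analysed here. No well with 4OHT and without AKT-MER was analysed here, so for this list AKT activity, 4OHT and a change in the mix of cells all remain open.

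*Apobec1*, a cytidine deaminase gene on chromosome 6 of GRCm38 (122577792 to 122602444), rose from 12.8 ± 2.48 TPM to 45.7 ± 7.84 TPM (SD, n = 3 each). Its log2 fold change was 1.79 (standard error 0.218, adjusted p = 0.0106 from limma-trend with Benjamini-Hochberg adjustment), with every OSKA + 4OHT well above every OSKA − 4OHT well. Without OSKA + 4OHT replicate 1 or without OSKA + 4OHT replicate 2 the adjusted p was 0.0562 or 0.0578, and over the settings that kept all wells and had no block it was between 0.00602 and 0.0203. The gene lies near *Nanog*, and a rise shared along this stretch of the chromosome was tested. The 9 tested genes within 250000 bases of *Nanog* had a median log2 fold change of 0.18, and 45.1% of all windows of as many neighbouring genes had a median as high. Of these neighbours 6 were higher, so the median over members that went both ways decides nothing, and a shared rise along the stretch or part of it remains open. *Apobec1* and *Gdf3* were called, and *Slc2a3* on the other side of *Nanog* had a log2 fold change of 1.24 with groups that did not overlap (adjusted p = 0.0690 from limma-trend with Benjamini-Hochberg adjustment). *Gdf3* and *Slc2a3* were named after their values were seen. Whether *Apobec1* rose with the share of reprogrammed cells or within cells was not tested, and the wells of bulk RNA leave both open.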

How the results depend on the processing

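The alternatives set in advance and run were no filter, log2(TPM + 2), the replicate number as a block, leaving out each well, and 2 other list tests. The pseudocounts 0.1 and 1, a mean of at least 5 TPM, the trimmed mean of log ratios, quantile normalization, no variance trend, robust variance and rescaling to nuclear protein-coding genes were chosen after seeing the data. The filter on counts, DESeq2 and the edgeR exact and likelihood ratio tests were not run.

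The counts of 441 genes higher and 210 lower were, apart from the replicate block, moved most by leaving out a well. Across the 6 fits that each left out one well they were from 111 to 303 higher and from 63 to 127 lower, as fewer samples give less power, and the lowest were those without OSKA + 4OHT replicate 1. Without a filter there were 360 and 161, with log2(TPM + 2) 415 and 190, and under the added settings from 340 to 536 higher and from 202 to 298 lower. The share of higher genes, 67.7%, was 55.0% by the trimmed mean and 53.9% by quantile normalization, where the median of all genes was 0.025 and 0.0037 in place of 0.14.

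The replicate numbers did not pair the wells: the correlations of the deviations of equally numbered wells were 0.024, 0.034 and 0.084. With the replicate block, 31 genes were higher and 16 lower, and *Tet2* (log2 fold change 1.51, adjusted p = 0.0765), *Nanog* (2.74, 0.136) and *Zfp42* (2.24, 0.127) had adjusted p-values above 0.05 by limma-trend with Benjamini-Hochberg adjustment. Of the 34 named genes with an adjusted p-value under 0.05, 8 stayed under 0.05 with the block and 26 did not. The block uses up degrees of freedom. All 14 lists remained called.

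*Tet2* had a log2 fold change from 1.43 to 1.60 across the 6 fits, with adjusted p-values from 0.0280 to 0.0562. The fitted log2 fold changes of *Nanog* and *Zfp42* depend on the pseudocount, because the OSKA − 4OHT values are at or under 3 reads. They were from 2.52 to 3.17 and from 2.08 to 2.37 across the 6 fits. Without a filter they were 2.74 (adjusted p = 0.0625) and 2.24 (0.0557), where more genes are tested. *Nanog* was also above 0.05 with a pseudocount of 0.1 (4.33, 0.0683), quantile normalization (2.63, 0.0552) and robust variance (2.74, 0.0511), and *Zfp42* with quantile normalization (2.01, 0.0501), all by limma-trend with Benjamini-Hochberg adjustment; the cause was not tested. *Tet1* and *Snai2* kept their direction and stayed above 0.05 over all tested genes in every setting that tested them, *Tet1* from 0.0522 to 0.258 and *Snai2* from 0.0852 to 0.335. A mean of at least 5 TPM left *Tet1*, *Nanog* and *Zfp42* out. Apart from the block, between 1 and 5 calls of named genes were lost in each of 6 settings, with a log2(TPM + 0.1) scale, no filter, the trimmed mean, quantile normalization, no variance trend and robust variance, and between 11 and 22 in each fit that left out a well. Of the 34 named genes with an adjusted p-value under 0.05, 12 kept it in all 6 fits that left out a well.

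The 14 called lists kept their direction and their call in the 6 fits and in the 11 other fits of the genes, though a single scaling factor for each library cannot move them by much. The fits with no variance trend and with robust variance gave every list the same values as the main fit, so they test nothing for the lists. Camera with the estimated correlation called 3. Values near 0 that changed sign, none of them called, were as follows. Across the 6 fits, *Pou5f1* was from -0.21 to 0.0111, *Klf4* from -0.17 to 0.0758 and *Idh1* from -0.048 to 0.00684. Relative list medians were from -0.0887 to 0.0983 for histone demethylases, -0.19 to 0.0382 for ATF4 targets, -0.19 to 0.11 for the IDH1 route, -0.0467 to 0.00959 for negative cell cycle regulators, -0.14 to 0.0726 for the pentose phosphate pathway and -0.0331 to 0.0776 for ribosome biogenesis. The histone demethylases were also at 0.0018 without a filter, 0.0103 with log2(TPM + 2), 0.0024 with a pseudocount of 1 and 0.0024 with a mean of at least 5 TPM, and negative cell cycle regulators at 0.0119 with log2(TPM + 2). The cause of these changes was not tested.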

Differences from the paper's values

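The added scalings and the search of filters on the authors' deposited table were run only after the result was seen.

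The number of genes lower in the OSKA + 4OHT group was 210, against the paper's 429. None of the alternatives set before the data were examined closed this gap. With unadjusted p-values under 0.05 from limma-trend and the same fold change threshold, 492 genes were lower and 1130 higher. That is nearer to the paper's count of lower genes but further from its 559 higher genes. The trimmed mean of log ratios gave 298 and quantile normalization 291, within 1.5 times the paper's count, but both were chosen after seeing the values, as was rescaling to nuclear protein-coding genes, which gave 263. The number of genes higher was 441 against the paper's 559, a difference under 1.5 times, and with log2(TPM + 2) it was 415; the other alternatives set before the data were examined were further away.

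The ratios of mean TPM were the paper's folds to rounding, but the adjusted p-values differed for all 5 genes. By limma-trend with Benjamini-Hochberg adjustment, *Tet1* had 0.0807 against the paper's 0.02, *Tet2* 0.00984 against the paper's 9.1e-05, *Nanog* 0.0481 against the paper's 0.006, *Zfp42* 0.0320 against the paper's 0.003, and *Snai2* 0.175 against the paper's 0.04. For none of them did an alternative set before the data were examined, each with adjusted p-values, close the gap. In the legend of Fig. 3b, *Tet1* has the paper's p-value of 4.9e-08 against 0.0807 here, and *Tet2* has the paper's p-value of 2.2e-19 against 0.00984 here, both by limma-trend with Benjamini-Hochberg adjustment. None of the alternatives set before the data were examined closed these gaps either. The paper names *Tet1* and *Snai2* among the changed genes, and here neither passed the threshold over all tested genes in any setting that tested it. Adjusted over the list alone, *Tet1* had 0.0236 among the DNA methylation and demethylation enzymes and *Snai2* 0.0425 among the mesenchymal genes (limma-trend). The paper drew both genes from these same libraries, so these list values are not independent support.

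The authors' deposited table gives unadjusted p-values of 0.0240 for *Tet1*, 9.05e-05 for *Tet2*, 0.00647 for *Nanog*, 0.00270 for *Zfp42* and 0.0449 for *Snai2*, which are the p-values in the paper's text to rounding. The p-values in that text therefore match unadjusted ones, although the paper's methods describe an adjustment for the false discovery rate. The unadjusted p-values of limma-trend here were 0.00708 for *Tet1*, 0.000107 for *Tet2*, 0.00254 for *Nanog*, 0.00114 for *Zfp42* and 0.0284 for *Snai2*. Those of *Tet2* and *Snai2* were within 1.5 times the paper's 9.1e-05 and 0.04, and the other 3 were smaller than the paper's by more than that; this comparison was made after seeing the values. After Benjamini-Hochberg adjustment over all genes of the authors' deposited table they were 0.627, 0.0324, 0.310, 0.187 and 0.870. With a fold change above 2, the authors' deposited table holds 969 genes higher and 627 lower at an unadjusted p-value under 0.05, and 118 and 99 after this adjustment. Adjusted over the genes above 0 it gives 225 and 190, and over the 15382 genes tested here 308 and 250. Of the 651 genes called here, 647 had an unadjusted p-value under 0.05 and the same direction in the authors' deposited table. A search of 180 combinations of filters on this table, made after seeing the values and aimed at the paper's 559 and 429, found no combination with exactly these counts. The nearest, all with unadjusted p-values in the authors' deposited table, were 552 and 441 for genes with both group means above 2 TPM, 566 and 446 with every sample above 1 TPM, and 556 and 408 with either group mean above 10 TPM. With so many combinations, counts this near are not evidence of the filter used.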

Other observations

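The tests on the imbalance between genes higher and lower were chosen only after the result was seen, and those on sample splits, pluripotent cells, FOXO targets and histone demethylases before.

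The number of called genes was compared with other splits of the 6 libraries into 3 and 3. Only the real split, 1 of the 10, gave as many genes higher, and 1 of the 10 as many genes lower. The other splits gave at most 8 called genes in one direction and at most 11 genes with an adjusted p-value under 0.05. A share of 0.1 is the smallest that 10 splits allow, so an accidental grouping cannot be told apart from an effect by this count.

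More genes were higher than lower (67.7% of those called). Among genes with a mean of at least 20 TPM, 65.0% of the called genes were higher (210 against 113), and among those under 5 TPM 80.2% (65 against 16). The lower depth of 2 OSKA − 4OHT libraries, which lists low genes at 0, is therefore argued against as the whole cause, though it may add to the share among low genes; the limit of 60% used for this was arbitrary. The scaling was tested in 2 ways. The first used the trimmed mean of log ratios and gave 55.0%. This test was then found to be void, because that scaling centres the genes by its construction, and a second test was chosen after its value had been seen. The second rescaled the libraries to nuclear protein-coding genes and gave 67.1%, which argues only against the share taken by mitochondrial and noncoding transcripts; *mt-Atp8* alone held between 6.45% and 10.2% of the TPM. Whether more genes rose, or the fixed total of TPM shifts all of them, cannot be told apart, and the scaling in general stays open.

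A hypothesis is that *Tet1* and *Tet2* are higher because the OSKA + 4OHT wells hold more pluripotent cells. It needs the log2 fold changes of *Tet1* (2.00) and *Tet2* (1.51) not to exceed the 90th percentile of the pluripotency genes, which was 3.45. With the 6 genes at the read limit set to an approximate bound the percentile was 2.43, and over the 13 other genes 2.31, so the hypothesis was not excluded under either. The test is weak. *Tet2* had 11.9 TPM already in the OSKA − 4OHT group, no sample of pluripotent cells was analysed here, and a rise within cells could give the same values.

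The paper names FOXO as regulated by AKT, and lower FOXO targets were one hypothesis. The list had a median log2 fold change of -0.017 (adjusted p = 0.143 from camera with Benjamini-Hochberg adjustment), with 11 of 21 genes lower. Its members went both ways, so the median decides nothing. Of the 5 genes with an adjusted p-value under 0.05 over all genes 4 fell. *Pik3ip1* fell by 1.60 on the log2 scale and *Sesn3* rose by 1.04 (adjusted p = 0.0298 and 0.0191 from limma-trend with Benjamini-Hochberg adjustment), each under 0.05 in only 1 of the 6 fits that left out a well. The other 3, *Irs2*, *Fbxo32* and *Rictor*, named after their values were seen, fell by 1.56, fell by 1.40 and fell by 1.16 on the log2 scale. The groups did not overlap in 6 genes that were lower and 2 that were higher, where chance gives 10% of genes. Lower FOXO activity was neither shown nor excluded. *Foxo1* itself had a log2 fold change of 0.24 (adjusted p = 0.564 from limma-trend with Benjamini-Hochberg adjustment).

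Another hypothesis was that αKG-dependent histone demethylases rise together with the TET genes. Their median log2 fold change was 0.14, at the median of all genes (adjusted p = 0.916 from camera with Benjamini-Hochberg adjustment), so a rise as a list was not seen. Its 16 members went both ways, and the median decides nothing on single enzymes. The smallest adjusted p-value was that of *Phf8*, chosen after its values were seen (log2 fold change -0.79, adjusted p = 0.0703 over all genes from limma-trend with Benjamini-Hochberg adjustment and 0.0877 adjusted over the list alone).

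The transduced factors and further genes the paper names were not called. *Pou5f1*, *Sox2*, *Klf4* and *Akt1* had log2 fold changes of -0.11, 0.19, -0.068 and -0.35 (adjusted p = 0.683, 0.463, 0.850 and 0.286 from limma-trend with Benjamini-Hochberg adjustment), and as a list they lay at -0.23 relative to all genes (adjusted p = 0.450 from camera). Endogenous and transduced transcripts were not separated, and pseudogenes share much of the sequence of *Pou5f1* (87.2% identical over 1074 of 1362 bases) and *Trp53* (95.0% over 1170 of 1771 bases). *Cdkn1a*, *Cdkn1b*, *Chek1*, *Mdm2* and *Trp53* had log2 fold changes of 0.17, 0.55, 0.71, -0.19 and 0.24, with adjusted p-values of 0.566, 0.237, 0.383, 0.594 and 0.516 by limma-trend with Benjamini-Hochberg adjustment. *Idh1* was at 158.2 ± 4.11 and 156.5 ± 6.26 TPM (SD, n = 3 each), and the list of the cytosolic IDH1 route lay at -0.16 (adjusted p = 0.916 from camera). The mitochondrial gene *Idh2*, chosen after its values were seen, rose by 1.08 on the log2 scale (adjusted p = 0.0160 from limma-trend with Benjamini-Hochberg adjustment). The lists of ATF4 targets and of ribosome biogenesis lay at -0.043 and 0.058 (adjusted p = 0.984 and 0.916 from camera).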
